# NF-κB-mediated developmental delay extends lifespan in *Drosophila*

**DOI:** 10.1073/pnas.2420811122

**Published:** 2025-05-08

**Authors:** Ping Kang, Peiduo Liu, Yanhui Hu, Jinoh Kim, Ankur Kumar, Marlene K. Dorneich-Hayes, Wren Murzyn, Zenessa J. Anderson, Lexi N. Frank, Nicholas Kavlock, Elizabeth Hoffman, Chad C. Martin, Ting Miao, MaryJane Shimell, Jo Anne Powell-Coffman, Michael B. O’Connor, Norbert Perrimon, Hua Bai

**Keywords:** developmental theory of aging, PTTH, NF-κB, innate immunity, oenocyte

## Abstract

Developmental time (or time to maturity) strongly correlates with an animal’s maximum lifespan, with late-maturing individuals often living longer. However, the genetic mechanisms underlying this phenomenon remain largely unknown. This may be because most previously identified longevity genes regulate growth rate rather than developmental time. To address this gap, we genetically manipulated prothoracicotropic hormone (PTTH), the primary regulator of developmental timing in *Drosophila*, to explore the genetic link between developmental time and longevity. Loss of *PTTH* delays developmental timing without altering the growth rate. Intriguingly, *PTTH* mutants exhibit extended lifespan despite their larger body size. This lifespan extension depends on ecdysone signaling, as feeding 20-hydroxyecdysone to *PTTH* mutants reverses the effect. Mechanistically, loss of *PTTH* blunts age-dependent chronic inflammation, specifically in fly hepatocytes (oenocytes). Developmental transcriptomics reveal that NF-κB signaling activates during larva-to-adult transition, with PTTH inducing this signaling via ecdysone. Notably, time-restricted and oenocyte-specific silencing of *Relish* (an NF-κB homolog) at early 3rd instar larval stages significantly prolongs adult lifespan while delaying pupariation. Our study establishes an aging model that uncouples developmental time from growth rate, highlighting NF-κB signaling as a key developmental program in linking developmental time to adult lifespan.

## Significance

Despite the strong link between animal development and adult lifespan, how developmental programs influence longevity remains poorly understood. Here, we show that mutants of the insect neuropeptide hormone prothoracicotropic hormone (PTTH) exhibit delayed developmental timing and extended adult lifespan. Intriguingly, PTTH loss reduces innate immune signaling during *Drosophila* development via the steroid hormone ecdysone. Moreover, temporal and spatial inactivation of developmental innate immune signaling extends both developmental time and lifespan. Our findings reveal a neuropeptide–steroid hormone–immunity axis in lifespan control, offering valuable insights into the role of developmental programs in regulating adult longevity.

Aging is commonly viewed as a progressive deterioration of physiological function and accumulation of stochastic damage with age. However, mounting evidence suggests that developmental processes also influence aging outcomes. For example, developmental timing and growth rate are known to be associated with adult lifespan (1, 2). Genetic perturbation of animal development and growth programs, such as growth hormone (GH) in mammals or insulin/insulin-like growth factor signaling (IIS) in invertebrates, often lead to retarded growth and prolonged adult lifespan (3–5). In addition, a number of previous lifespan studies in model organisms further support the existence of developmental programs as determinants of adult lifespan. For example, early-age treatment of GH reverses the lifespan extension of Ames dwarf mice (GH deficiency) (6). In addition, the constitutive knockdown of complex I subunit NDUFS1/ND75 in muscles led to reduced systemic insulin signaling and extended lifespan in *Drosophila* (7). Further, transient exposure to low dosages of oxidants during development extends the adult lifespan of *Drosophila* and *Caenorhabditis elegans* (8, 9).

Final body size at developmental maturity often correlates with maximum lifespan (10–13). For instance, smaller individuals within a species often live longer than larger ones (11). In contrast, the species with larger body sizes live longer than those with smaller body sizes (12). However, there are some exceptions; for example, bats are extremely long-lived for their size, up to 30 y of age (13). This might be due to their slow rate of development and growth. Depending on the species, it could take 6 to 24 mo for bats to reach sexual maturity, whereas mice reach sexual maturity at 6 to 8 wk of age and have a maximum lifespan of 2 to 3 y (14, 15). These observations suggest that developmental time (time to maturity), rather than body size alone, may drive lifespan differences. Body size reflects both growth rate and developmental duration, yet comparative studies show a robust positive correlation between developmental time and maximum lifespan (1, 14), while postnatal growth rate shows only moderate correlation in mammals and none in birds (1). Existing genetic aging models, targeting growth regulators like GH, insulin/IGF-1, and mechanistic target of rapamycin complex 1 (mTORC1) (3, 5, 16), typically alter both growth rate and developmental time, obscuring their individual contributions to lifespan extension. Resolving this requires a model that isolates developmental timing from growth rate.

In the model organism *Drosophila melanogaster*, the developmental timing is controlled by prothoracicotropic hormone (PTTH). In *Drosophila*, tissue growth and body size are achieved through multiple larval molts. At the end of larval development, animals transform into sexually mature adults through a unique process called metamorphosis (17–19). Insect molting and metamorphosis are orchestrated by the steroid hormone ecdysone, which is synthesized and released from the prothoracic gland (PG) (20). PTTH is the major driver of ecdysone biosynthesis. PTTH is secreted by a few neuroendocrine cells in each brain hemisphere and signals through the receptor tyrosine kinase Torso to activate mitogen-activated protein (MAP) kinase signaling within the PG (21, 22). PTTH belongs to the cystine knot family of growth factors (23). Although PTTH has no clear mammalian ortholog, it has been proposed that PTTH may play similar roles as mammalian gonadotropin-releasing hormone (GnRH) in controlling the timing of sexual maturity (24, 25). Loss of *Ptth* results in slower kinetics of ecdysone production, a delay in developmental timing, and slow imaginal disc growth (21, 26). Interestingly, loss of *Ptth* does not affect animal growth rate. As a result, *Ptth* mutants are significantly larger than those of wild-type flies (21, 26). Unlike genetic models that conflate growth rate and timing, *Ptth* mutants offer a unique system to probe the specific link between developmental time and adult lifespan, free from growth rate confounds.

Age-associated chronic inflammation, also known as inflammaging, is one of the major hallmarks of aging (27, 28). Inflammatory cytokines, such as interleukin 6 (IL-6) and tumor necrosis factor α (TNF-α), are often induced during aging, and elevated IL-6 in the circulation is a powerful indicator of all-cause mortality in aging human populations (29, 30). Chronic inflammation is not only a biomarker of aging, but also drives aging and age-related pathologies. Anti-inflammatory interventions often preserve tissue function and slow aging processes. For example, inhibition of TNF-α signaling rescues premature aging phenotypes in mice with Tfam-deficient T cells (31). Further, brain-specific knockout of *IKKβ* in mice (32) or glial-specific knockdown of *Relish/NF-κB* in *Drosophila* prolongs lifespan (33). Recently, genetic or pharmacologic inhibition of proinflammatory cytokine IL-11 significantly extends the life expectancy of male and female mice (34).

Besides the extensive studies of NF-κB in inflammation at the adult stage, however, the role of NF-κB signaling in animal development is largely unexplored. Recently, Relish/NF-κB has been found to be expressed in the hematopoietic niche during larval development in *Drosophila*, and to play a vital role in maintaining the blood progenitors in developing lymph glands (35). Intriguingly, silencing NF-κB signaling specifically at the *Drosophila* pupal stage enhances the susceptibility of adult flies to viral infection, indicating that NF-κB signaling during metamorphosis is essential in conditioning adult antiviral responses (36).

In this study, we utilized loss-of-function mutants of *Drosophila Ptth* as a model to dissect the genetic mechanisms underlying the link between developmental timing and lifespan regulation. We surprisingly find that *Drosophila Ptth* mutants, which exhibit a longer developmental time but normal growth rate, are long-lived and stress tolerant. The lifespan extension of *Ptth* mutants is dependent on age-dependent inactivation of NF-κB in fly hepatocytes (oenocytes). Intriguingly, we found that NF-κB signaling is activated at early pupal stages, and which is attenuated in *Ptth* mutants. Intriguingly, oenocyte- and pupal-specific knockdown of NF-κB significantly extends lifespan. Taken together, our findings uncover a genetic mechanism linking developmental time (time to maturity) to adult lifespan, as well as an unexpected role of developmental NF-κB signaling in shaping adult physiology.

## Results

### Loss of *Ptth* Prolongs Lifespan and Healthspan in *Drosophila*.

To genetically determine the role of developmental time in longevity regulation, we utilized two previously generated loss-of-function alleles of *Ptth*, the key hormonal factor that regulates developmental timing in *Drosophila* (26, 37). *Ptth^120F2A^*, a null allele with seven bp deletion in the final exon of *Ptth*, was previously generated through TALEN-directed mutagenesis (26) (*SI Appendix*, Fig. S1*A*). *Ptth^TI^*, another null allele with all the exons replaced by a 3P3-RFP cassette through CRISPR-Cas9 and homologous recombination-mediated gene targeting (37) (*SI Appendix*, Fig. S1*A*). Before the lifespan analysis, both *Ptth* alleles were backcrossed to matched wild-type background for five generations to eliminate the confounding effects of genetic background. Consistent with previous studies, *Ptth* mutants exhibited larger body size (Fig. 1*A*) and increased body weight in both sexes (Fig. 1*B* and *SI Appendix*, Fig. S1*B*). This was because the loss of Ptth resulted in delayed developmental timing (time to pupariation), about 20 h of delay (Fig. 1*C* and *SI Appendix*, Fig. S1*C*), but no change in growth rate (26).

**Fig. 1.**
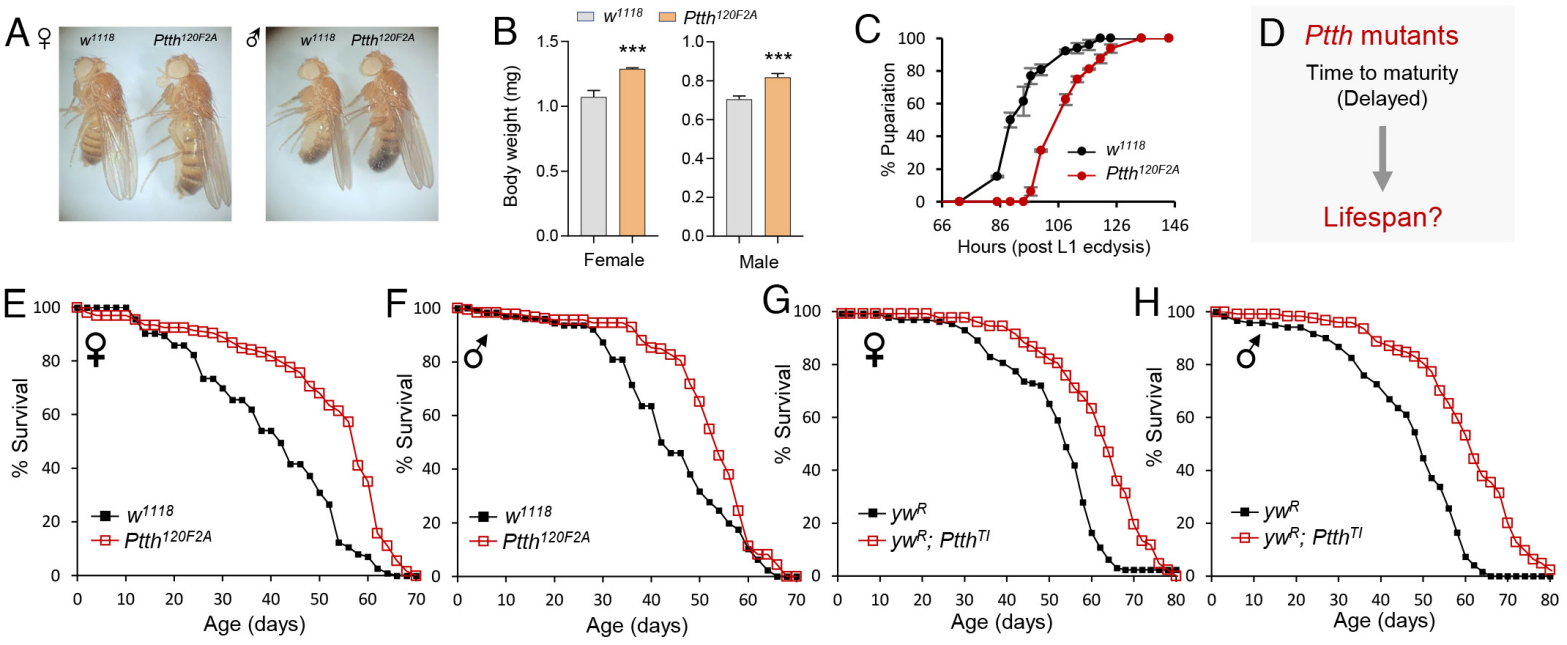
Loss of *Ptth* prolongs lifespan in *Drosophila*. (*A*) Stereomicroscopy images showing larger body size of *Ptth* mutants (*Ptth^120F2A^*). (*B*) Body weight of 1-wk-old adult wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*). Unpaired *t* test, ***P < 0.001, n = 4 (20 adults per replicate). (*C*) Developmental timing analysis of wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*). Three replicates were performed for each genotype (about 30 to 40 larvae each replicate). (*D*) Research question to be investigated in this study. (*E* and *F*) Lifespan analysis of the null alleles *Ptth^120F2A^*. Log-rank test (vs. *w^1118^*). Female: *P* < 0.001, n = 197. Male: *P* < 0.001, n = 184. (*G* and *H*) Lifespan analysis of the null allele *Ptth^TI^*. Log-rank test (vs. *yw^R^*). Female: *P <* 0.05, n = 128. Male: *P* < 0.001, n = 123.

Utilizing the *Ptth* alleles that specifically disrupted developmental time, but not growth rate, we then asked whether loss of *Ptth* alters adult lifespan (Fig. 1*D*). Notably, the *Ptth* mutants, which exhibited larger body size and delayed developmental time, were long-lived compared to their matched controls (both females and males, 20 to 38% extension of median lifespan, Fig. 1 *E*–*H*), and showed reduced age-specific mortality (*SI Appendix*, Fig. S1*D*). Consistent with the extended lifespan, *Ptth* mutants showed increased resistance to paraquat-induced oxidative stress (*SI Appendix*, Fig. S1 *E* and *F*), and preserved climbing ability during aging (*SI Appendix*, Fig. S1 *G* and *H*). Importantly, *Ptth* mutants prolong their lifespan without any reproductive cost. In fact, the female fecundity of *Ptth* mutants was higher than that of wild-type flies (*SI Appendix*, Fig. S2*A*).

The observed large body size and increased fecundity in long-lived *Ptth* mutants seemingly contradicts most of the longevity mutants in previous literature. However, it is not entirely unexpected. In one of our previous studies, we showed that heterozygous mutants of *chico*, the fly homolog of insulin receptor substrate 1 (IRS1), were long-lived, despite increased fecundity (38). Despite potential increased metabolic demands, longevity persists, possibly due to efficient resource allocation. To further characterize the unusual *Ptth* mutants, we measured the feeding behavior, L-amino acid and TCA cycle intermediates, and locomotor activity. Interestingly, *Ptth* mutants did not show reduced food intake, rather they ate more food than wild-type flies (*SI Appendix*, Fig. S2*B*). In addition, *Ptth* mutants had elevated L-amino acids, but the major TCA cycle intermediates (citrate and malate) remained unchanged (*SI Appendix*, Fig. S2*C*). We also did not observe a significant change in locomotor activity between *Ptth* mutants and wild-type flies (*SI Appendix*, Fig. S2*D*). Thus, we established *Ptth* mutants as an aging model to dissect the mechanisms linking developmental time to lifespan regulation. The long-lived *Ptth* mutants exhibit many unexpected characteristics compared with previous longevity mutants.

### *Ptth* Mutants Repress Age-Dependent Upregulation of Innate Immune Signaling.

To understand the molecular mechanisms underlying PTTH-regulated longevity and how delayed developmental time prolongs adult lifespan, we performed a bulk RNA-Seq analysis to characterize the transcriptomic changes in young (5-d-old) and aged (38-d-old) female wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*). We identified 731 differentially expressed genes (DEGs) between *Ptth* mutants and wild-type at young age (fold change > 1.5, FDR < 0.05) (*SI Appendix*, Fig. S1*I*). Among them, 129 were significantly upregulated, while 602 were significantly downregulated. Gene ontology (GO) analysis showed that these genes were enriched in biological processes including digestive system development, mesoderm development, epithelial tube morphogenesis, and tissue morphogenesis and development (*SI Appendix*, Fig. S1*J*). On the other hand, there were 610 DEGs between *Ptth* mutants and wild-type at old age (fold change > 1.5, FDR < 0.05) (*SI Appendix*, Fig. S1*K*). Surprisingly, almost all the enriched pathways identified from the aged flies were related to innate immunity (*SI Appendix*, Fig. S1*L*).

To gain insights into the biological processes induced in aged wild-type flies but not in the *Ptth* mutants, we analyzed the age-associated DEGs in both wild-type and *Ptth* mutants, respectively. Among the 1,220 age-associated DEGs found in wild-type flies (fold change > 2, FDR < 0.05), 754 of them were differentially expressed only in aged wild-type flies, but not in aged *Ptth* mutants (244 upregulated and 510 downregulated) (*SI Appendix*, Fig. S1*M*). GO analysis revealed that the 244 age-upregulated DEGs found only in wild-type were again enriched for immune response and defense to bacterium (*SI Appendix*, Fig. S1*M*). Aging induced most of the antimicrobial peptides (AMPs) (e.g., *AttA, AttB, AttC, CecA1, CecA2, CecB, CecC, DptA, DptB, Drs*) and immune peptide Bomanin (e.g., *IM1/BomS1, IM2/BomS2, IM3/BomS3, IM4/Dso1*) in wild-type flies, but not in *Ptth* mutants (Fig. 2*A*). Thus, loss of *Ptth* blocks the age-dependent induction of both Imd and Toll innate immunity pathways. Further, we verified these findings using qRT-PCR. The expression of both peptidoglycanrecognition protein LC (*PGRP-LC*) and *DptA*, two major players of the Imd pathway, was significantly upregulated upon normal aging in wild-type flies, while loss of *Ptth* alleviated these age-related inductions (Fig. 2*B*). As the hyperactivation of innate immune pathways is a hallmark of chronic inflammation (inflammaging), it suggests that slow developing *Ptth* mutants prolong lifespan by suppressing inflammaging.

**Fig. 2.**
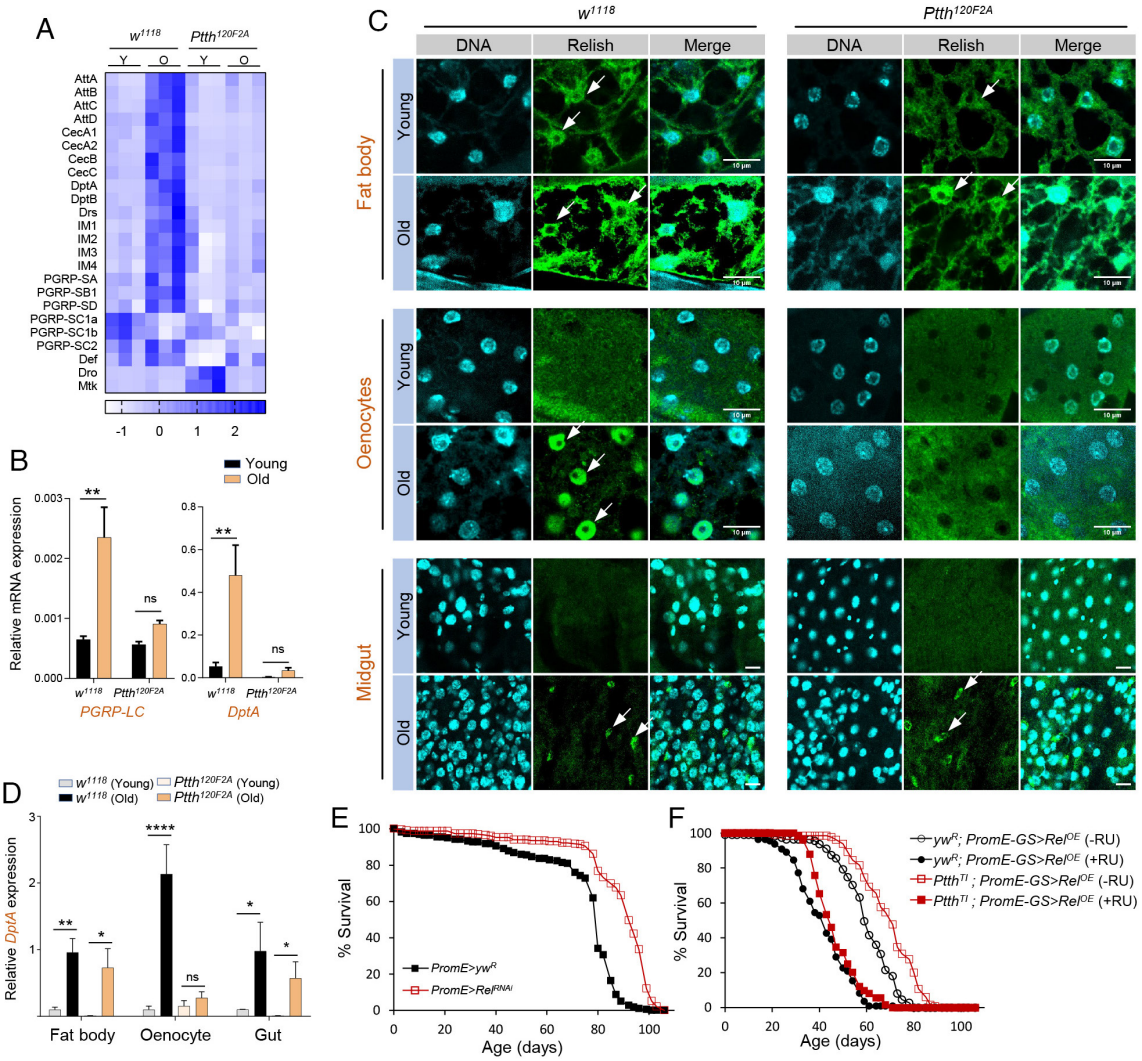
Loss of *Ptth* blocks age-dependent activation of NF-κB signaling specifically in fly oenocytes. (*A*) Heat map showing genes in innate immunity pathway are differentially regulated by *Ptth* mutants with age. Y: young age; O: old age. (*B*) qPCR analysis of the expression of *PGRP-LC* and antimicrobial peptide Diptericin A (*DptA*) in young and old *Ptth* mutants and wild-type (*w^1118^*). Two-way ANOVA followed by Bonferroni’s multiple comparison test. ns, not significant; **P < 0.01, n = 3. (*C*) Immunostaining analysis of nuclear translocation of Relish/NF-κB in young and old *Ptth* mutants and wild-type (*w^1118^*). Three tissues were analyzed, oenocytes, midgut, fat body. (Scale bar: 10 μm.) White arrow: nuclear localized Relish. (*D*) qPCR analysis of the expression of *DptA* in three different fly tissues dissected from young and old *Ptth* mutants and wild-type (*w^1118^*). Two-way ANOVA followed by Bonferroni’s multiple comparison test. ns, not significant; *P < 0.05; **P < 0.01; ****P < 0.0001, n = 3 ~ 6. (*E*) Oenocyte-specific knockdown of *Relish/NF-κB* extends lifespan (female). Log-rank test, *P* < 0.001, total n = 452. (*F*) Oenocyte-specific overexpression of *Relish/NF-κB* blocked the lifespan extension of *Ptth* mutants (female). Log-Rank test, *P* < 0.001, total n = 475.

To test whether decreased innate immunity in *Ptth* mutants could result in any cost of animal fitness, in particular in fighting bacterial infections, we challenged young wild-type and *Ptth* mutants with the Gram-negative pathogenic bacterium *Erwinia carotovora carotovora 15* (*Ecc15*). Surprisingly, *Ptth* mutants were more tolerant to *Ecc15* infection than wild-type flies (*SI Appendix*, Fig. S3*A*). *Ecc15* challenges upregulated innate immunity in both wild-type and *Ptth* mutants, as indicated by elevated transcription of *PGRP-LC* and *DptA* (*SI Appendix*, Fig. S3*B*). Intriguingly, the degree of such induction was much lower in *Ptth* mutants (*SI Appendix*, Fig. S3*B*). In addition, we also examined the inflammatory signaling, such as JAK-STAT signaling, in *Ptth* mutants upon *Ecc15* challenges. Interestingly, *Ptth* mutants significantly attenuated *Ecc15*-induced JAK-STAT signaling, as indicated by the messenger RNA (mRNA) expression of *upd3* (the homolog of mammalian IL-6) and *Socs36E* (*SI Appendix*, Fig. S3*C*). JAK-STAT signaling is known to be activated in response to gut epithelial cell damage during bacterial infection and plays an essential role in intestinal repair (39). The low levels of JAK-STAT activation upon *Ecc15* challenge indicates that loss of *Ptth* protects gut epithelial cells from damage through optimal levels of immune response and reduced chronic inflammation during bacterial infection. The reduced chronic inflammation, indicated by the expression of *upd3/IL-6* and *Socs36E*, was also found in aged *Ptth* mutants when compared to wild-type flies (*SI Appendix*, Fig. S3*D*). Together, these results demonstrate that *Ptth* mutants exhibit robust immune defense capacity with well-balanced innate immunity activation and reduced chronic inflammation during bacterial infection and aging.

### PTTH Regulates Relish/NF-κB Signaling Specifically in Fly Hepatocytes.

PTTH is a neuropeptide hormone secreted by two bilateral small populations of neuroendocrine cells (PG neurons) in the larval brain. It can act as a neurotransmitter that is transported from PG neurons to PG to promote ecdysone biosynthesis (21). On the other hand, it behaves as a systemic hormone that travels through the circulation to target distal tissues (e.g., light-sensing organs) to modulate larval light avoidance behavior (40). To further understand the mechanisms underlying PTTH-regulated longevity, we decided to identify the target tissues of PTTH.

We first measured the age-dependent induction of *DptA* in various fly body parts. We found that among three body parts (heads, thorax, and abdomen), loss of *Ptth* only blocked age-dependent induction of *DptA* in the fly abdomen (*SI Appendix*, Fig. S4*A*). Next, we examined Relish/NF-κB activation (indicated by Relish nuclear translocation) (41, 42) and *DptA* mRNA expression in three major abdominal tissues of adult flies, fat body, oenocytes, and gut. Relish is known to be cleaved upon innate immune activation, and the 68 kDa N-terminal fragment (Rel68) is translocated to the nucleus to activate the transcription of AMP genes (e.g., *DptA*) (41). Using an antibody specifically recognizing Rel68, we found that during aging the nuclear translocation of Relish was enhanced in all three tissues (Fig. 2*C*). Interestingly, loss of *Ptth* attenuated age-dependent induction of Relish nuclear translocation only in oenocytes (Fig. 2*C*). Consistently, we found that *Ptth* mutants blocked the age-related induction of *DptA* expression in oenocytes, but not fat body and gut (Fig. 2*D*). Further, age-dependent activation of JAK-STAT signaling, as indicated by the expression of *upd3/IL-6* and *Socs36E*, was also blocked by *Ptth* mutants specifically in oenocytes (*SI Appendix*, Fig. S4 *B* and *C*). Taken together, these findings suggest that PTTH regulates age-dependent activation of innate immunity and inflammatory signaling specifically in fly oenocytes, the homolog of mammalian hepatocytes.

### Hepatic Relish/NF-κB Is Required for the Lifespan Extension of *Ptth* Mutants.

NF-κB signaling has been shown to regulate longevity through the central nervous system. Brain-specific knockout of *IKKβ* in mice (32) or glial-specific knockdown of *Relish/NF-κB* in flies (33) prolongs lifespan. However, it remains to be determined whether hepatic NF-κB signaling also contributes to longevity. Thus, we knocked down *Relish* specifically in oenocytes using the oenocyte-specific GAL4 driver (*PromE-GAL4*). Strikingly, constitutive oenocyte-specific knockdown of *Relish* extended the fly lifespan (Fig. 2*E*).

Given that PTTH regulates age-dependent nuclear translocation of Relish in oenocytes, we tested whether the lifespan extension of *Ptth* mutants is dependent on oenocyte-specific Relish/NF-κB signaling. We combined *Ptth* mutants with the oenocyte-specific GeneSwitch GAL4 driver (*PromE-GS-GAL4*), then crossed it with a *UAS-FLAG-Rel68* line that carries a constitutively active form of Relish. Ectopic expression of *Relish* shortened the lifespan of both groups, but oenocyte-specific overexpression of *Relish* completely abolished the lifespan extension in *Ptth* mutants (Fig. 3*D*), suggesting a specific genetic interaction between PTTH and Relish in lifespan regulation (Fig. 2*F*). Together, our data suggest that PTTH regulates lifespan through oenocyte-specific Relish/NF-κB signaling.

**Fig. 3.**
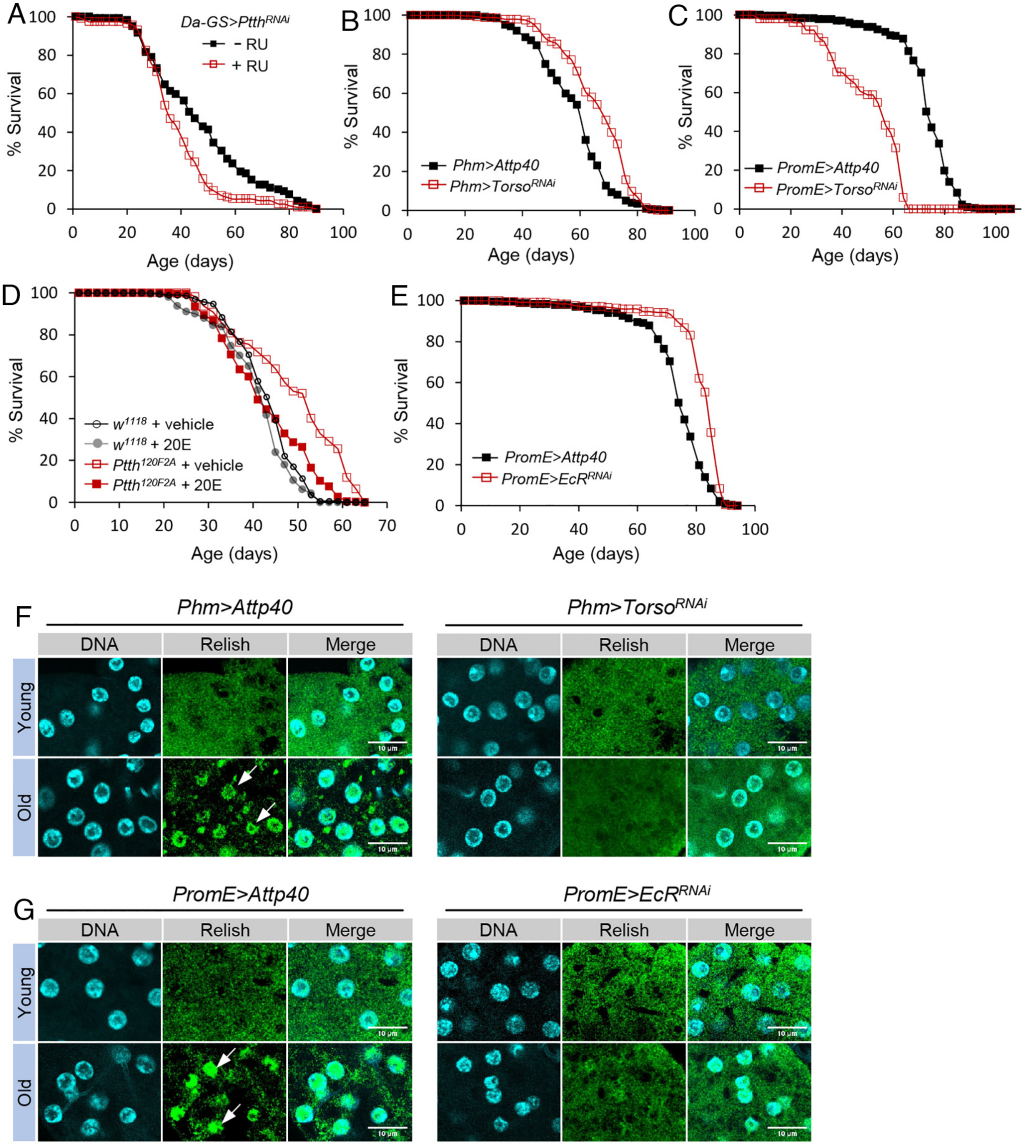
Silencing PTTH receptor *Torso* and ecdysone receptor prolongs lifespan. (*A*) Lifespan analysis of adult-onset knockdown of *Ptth* (female). Log-rank test, *P* < 0.001, n = 234. RU486 (mifepristone, or RU) was used to activate Da-GS-GAL4 GeneSwitch driver. (*B*) PG-specific knockdown of PTTH receptor *Torso* extends lifespan (female). Log-rank test, *P* < 0.001, n = 475. (*C*) Oenocyte-specific knockdown of PTTH receptor *Torso* shortens lifespan (female). Log-rank test, *P* < 0.001, n = 280. (*D*) 20E feeding during 3rd instar larval stage rescued lifespan extension phenotype of *Ptth* mutants (female). Log-rank test (*Ptth^120F2A^* vs. other groups), *P* < 0.001, n = 554. (*E*) Oenocyte-specific knockdown of ecdysone receptor (*EcR*) extends lifespan (female). Log-rank test, *P* < 0.001, n = 471. (*F*) Immunostaining analysis of nuclear translocation of Relish/NF-κB in oenocytes of young and old control (*Phm>Attp40*) and PG-specific *Torso* knockdown flies (*Phm>Torso^RNAi^*). (Scale bar: 10 μm.) White arrow: nuclear localized Relish. (*G*) Immunostaining analysis of nuclear translocation of Relish/NF-κB in oenocytes of young and old control (*PromE>Attp40*) and PG-specific *Torso* knockdown flies (*PromE>EcR^RNAi^*). (Scale bar: 10 μm.) White arrow: nuclear localized Relish.

### Silencing PTTH Receptor *Tors*o and Ecdysone Receptor Prolongs Lifespan.

*Ptth* expresses throughout the last instar larval, pupal, and adult stages. But its expression rises about 12 h before pupariation and peaks at prepupal and early pupal stages (*SI Appendix*, Fig. S5*A*) (21). 

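In the developmental RNA-Seq series, with 3 libraries per genotype and stage, *Ptth* (FBgn0013323, chromosome 2L, 575711 to 576896) was at 0.146 ± 0.127 FPKM (mean ± SD) in wild-type L3E larvae, 0.489 ± 0.168 in L3L larvae and 1.78 ± 0.293 in white prepupae. The means at P1 (2.52 ± 0.191), P2 (2.62 ± 0.768) and P3 (2.57 ± 0.242) lay within 1 SD of each other, so no peak among these stages could be told. Expression was lower again at P4 (1.39 ± 0.294) and A0 (0.675 ± 0.302). *Ptth* mutants still carried reads on the gene, from 0.295 FPKM at A0 to 4.1 FPKM at P2, and at no stage did *Ptth* pass the threshold between genotypes (limma). The change at P1, log2 0.43 higher in mutants, had an adjusted p of 0.031 (limma, Benjamini-Hochberg over 12282 genes) but lay under 2-fold. A two-way model on FPKM with Bonferroni adjustment over the 8 stages placed *Ptth* higher in mutants at P1 (adjusted p = 0.0047) and P2 (adjusted p = 0.00062).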

To determine whether PTTH acts during adulthood or during development to regulate longevity, we performed a lifespan analysis on flies with adult-onset knockdown of *Ptth*. A ubiquitous GeneSwitch driver (*Da-GS-GAL4*) was used to drive adult-onset and global knockdown of *Ptth*. Interestingly, adult-specific knockdown of *Ptth* shortened the fly lifespan (Fig. 3*A*), which suggests that PTTH may regulate lifespan during development, rather than during adulthood. RU486 feeding alone did not alter the fly lifespan (*SI Appendix*, Fig. S4*D*).

During larval and early pupal stages, the receptor tyrosine kinase Torso mediates PTTH signaling by activating a MAP kinase cascade within the PG to initiate ecdysone biosynthesis and metamorphosis (the juvenile-to-adult transition) (22, 26). The PG degenerates during pupal development and is completely lost at the onset of adulthood (43). We then asked whether PTTH regulates lifespan through its receptor Torso in the PG during *Drosophila* development. Using a PG-specific GAL4 driver (*Phm-GAL4*), we found that PG-specific knockdown of *Torso* prolonged the fly lifespan (Fig. 3*B*). Further, PG-specific knockdown of *Torso* blocked age-dependent increases in nuclear translocation of Relish in oenocytes (Fig. 3*F*). We then asked whether PTTH can signal directly through Torso within oenocytes to regulate lifespan. Interestingly, oenocyte-specific knockdown of *Torso* shortened lifespan (Fig. 3*C*), which suggests that oenocytes might not be the direct target of PTTH for longevity control.

Since PG is the major larval tissue for ecdysone biosynthesis, our PG-specific *Torso* knockdown indicates that ecdysone signaling is involved in PTTH-regulated longevity. To test this idea, we fed wild-type or *Ptth* mutants with 20-hydroxyecdysone (20E) at the beginning of L3 larval stage and then monitored the adult lifespan. We have previously shown that feeding 20E to *Ptth* mutant larvae rescued the development delay (26). As expected, 20E feeding during larval development abolished the lifespan extension of *Ptth* mutants (Fig. 3*D*). Consistently, knockdown of ecdysone receptor (*EcR*) specifically in oenocytes prolonged the lifespan (Fig. 3*E*), and blunted age-dependent increases in nuclear translocation of Relish in oenocytes (Fig. 3*G*). Together, these data suggest that PTTH regulates lifespan through its receptor Torso and ecdysone signaling during *Drosophila* development.

### PTTH Regulates Metabolic and Developmental Processes during the Larva-to-Adult Transition.

In contrast to their role in initiating metamorphosis, the downstream target processes of PTTH-Torso-EcR signaling during *Drosophila* development are largely unknown. To unbiasedly identify developmental processes through which PTTH regulates lifespan, we performed a developmental RNA-Seq to profile the temporal dynamics of transcriptomic changes throughout larva-to-adult development in both wild-type and *Ptth* mutants. 

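Poly(A) RNA-Seq libraries from whole animals were analysed at 8 stages in wild type and *Ptth* mutants, 3 biological replicates per genotype and stage and 48 libraries in all. Each replicate is a pool of animals, 10 to 15 by the paper's methods and 15 by the sample labels. The labels name the lines of both genotypes differently from the figures, and they were matched through the series' own design text. For the third-instar stages the paper counts back from pupariation (48 h for L3E and 24 h for L3L in both genotypes), and its Fig. 4A draws a longer time from L1 to L3E in *Ptth* mutants, while the labels count from egg laying: 72 h (L3E) and 96 h (L3L) in wild type, 96 h (L3E) and 120 h (L3L) in *Ptth* mutants. Neither the paper's text nor the labels give the sex of the pools or say which library was made and sequenced where, so a batch of that kind could not be checked. The authors aligned the reads with STAR, counted them per gene with htseq-count and scaled them across libraries. The values analysed are their FPKM of 17558 genes.
Multiplying each FPKM value by its gene's length and by 1 size per library gave whole reads (100% of values within 0.001 read), so the depth could be recovered. Libraries of wild type held 16712549 to 26091126 reads on genes (median 21125884), those of *Ptth* mutants 17346100 to 29784621 (median 21228340). The scale behind the FPKM was a median-of-ratios size factor over all 48 libraries, and the library size it implies was 0.63 to 1.51 times the library's own total. Composition is therefore already corrected across stages in these values.
For each stage, *Ptth* mutants were compared with wild type, 3 libraries against 3, by limma with a mean-variance trend on log2(FPKM + 1). The 12282 genes with at least 3 FPKM in at least 1 of the 48 libraries were tested. A gene was taken as differing at a Benjamini-Hochberg adjusted p under 0.05 and a change above 2-fold, and all log2 changes below are *Ptth* mutants minus wild type on that scale, where the added 1 shrinks changes of weakly expressed genes. Tested on simulated libraries with 200 changed genes, the same steps recovered between 178 (A0) and 195 (P2 and P4) of them. They called 0 of the other genes, while limma-voom recovered 199 to 200 and called 0 to 2 others. All simulated genes had the same dispersion of 0.02, and the weakest genes were not changed. Every simulated change was above 2-fold. Recovery and false calls for real genes with more spread, weaker expression or changes near 2-fold were thus not measured. Where single values of 3 and 3 libraries were compared, the exact permutation test has 10 splits, so its smallest p is 0.1. Replicates of a group differed by more than the sampling noise (chi-square per gene of 4.72 to 82.8, about 1 if reads were drawn at random), and each library was kept as 1 replicate.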

Eight developmental stages were used: L3E (early 3rd instar larvae, 48 h prior to pupariation), L3L (late 3rd instar larvae, 24 h prior to pupariation), WP (white prepupa), P1 (1 d post pupariation), P2 (2 d post pupariation), P3 (3 d post pupariation), P4 (4 d post pupariation), A0 (~3 h after adult eclosion) (Fig. 4*A*). Principal component analysis (PCA) revealed that the biological replicates for each developmental stage grouped together (Fig. 4*B*). 

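In a principal component analysis of log2(FPKM + 1) over all 48 libraries, PC1 and PC2 carried 41.9% and 22.4% of the variance. Scaling each gene to unit variance moved these shares most for PC1, to 32.8% and 24.6%. Replicates of several groups were spread on PC1. In wild-type white prepupae replicate 2 lay at -14.9, against -2.98 and -0.79 for replicates 1 and 3. The mutant L3L pools ran from -94.7 to -78.8. Replicate 3 of the mutant P3 pools lay at 91.1 on PC1, against 76.7 and 74.6 for replicates 1 and 2 and 96.9 to 101 for the wild type. Replicate 3 of the mutant A0 pools lay at -33.1, against -57.3 to -52.4 for the other A0 libraries of both genotypes. That pool also carried male transcripts, with 1.55 FPKM of *roX1* where the other A0 pools had 0.158 to 0.282 FPKM.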

The eight developmental groups, regardless of wild-type or *Ptth* mutants, were arranged nicely following the developmental trajectory from L3E to A0 (Fig. 4*B*). In addition, there was a clear separation between wild-type and *Ptth* mutants in the two 3rd instar larval stages (L3E and L3L), as well as the two early pupal stages (P1, P2) (Fig. 4*B*).

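Each mutant library was placed by its Euclidean distance, over all tested genes, to the mean wild-type profile of each stage. Of the 24 mutant libraries, 21 lay nearest the wild-type libraries of their own stage. The exceptions were the 3 mutant L3E libraries, which lay nearest wild-type L3L, at distances of 68.2, 60.1 and 56.3 against 133, 122 and 125 to wild-type L3E. The same held with 1 - Spearman correlation as distance, without the expression filter, with a pseudocount of 0.1, after quantile normalization and without any 1 replicate. By the labels mutant L3E and wild-type L3L were both collected 96 h after egg laying. Compared directly, 468 genes differed between these groups, 318 higher and 150 lower in *Ptth* mutants, and 240 of them also differed between the genotypes at L3E. A pseudocount of 0.1 moved that count most, to 665 genes.

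**Figure D1:**
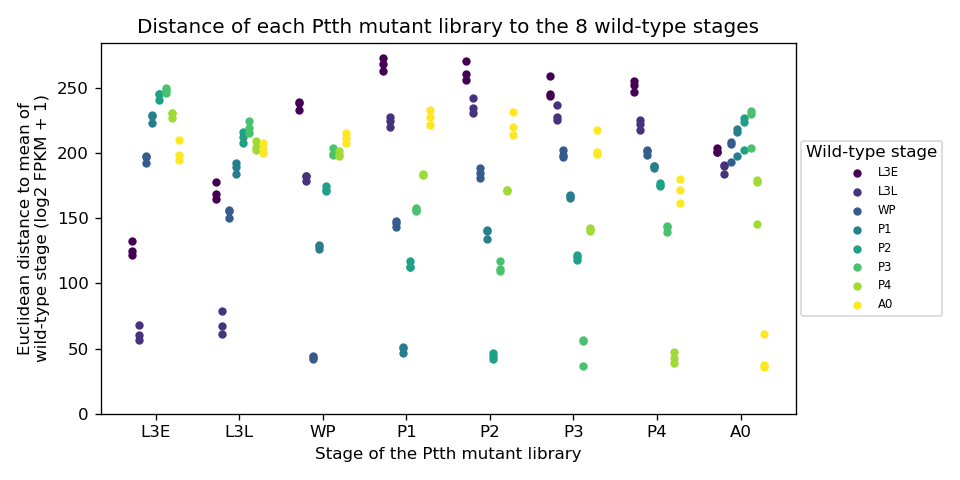
Euclidean distance on log2(FPKM + 1) of each of the 24 mutant libraries (points) to the mean of the wild-type libraries of each of 8 stages (colors). The x axis gives the stage of the mutant library. The mutant L3E libraries lie at 56.3 to 68.2 from wild-type L3L and at 122 to 133 from wild-type L3E.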

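The separation of the genotypes was measured as the distance between their centroids over the mean distance of libraries from their own centroid. On PC1 and PC2 this ratio was 11.2 at L3E, 9.65 at L3L, 4.48 at P1 and 1.88 at P2, and at the remaining stages 2 (WP), 4.42 (P3), 1.26 (P4) and 1.04 (A0). In a one-sided exact permutation test of 3 libraries against 3, where 0.1 is the smallest p possible, L3E, L3L, P1 and P3 reached p = 0.1, WP and P2 p = 0.2, P4 p = 0.4 and A0 p = 0.9. Over all tested genes the ratios were 5.34, 4.19, 2.32, 3.19, 2.14, 2.98, 1.9 and 1.59 in order of development, each at that smallest exact p. Of the alternatives, leaving out replicate 3 of every group moved the PC1 and PC2 ratio most, to 17.2 at P3, and using the 500 most variable genes raised it to 4.1 at P2 and lowered it to 2.6 at P3.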

**Fig. 4.**
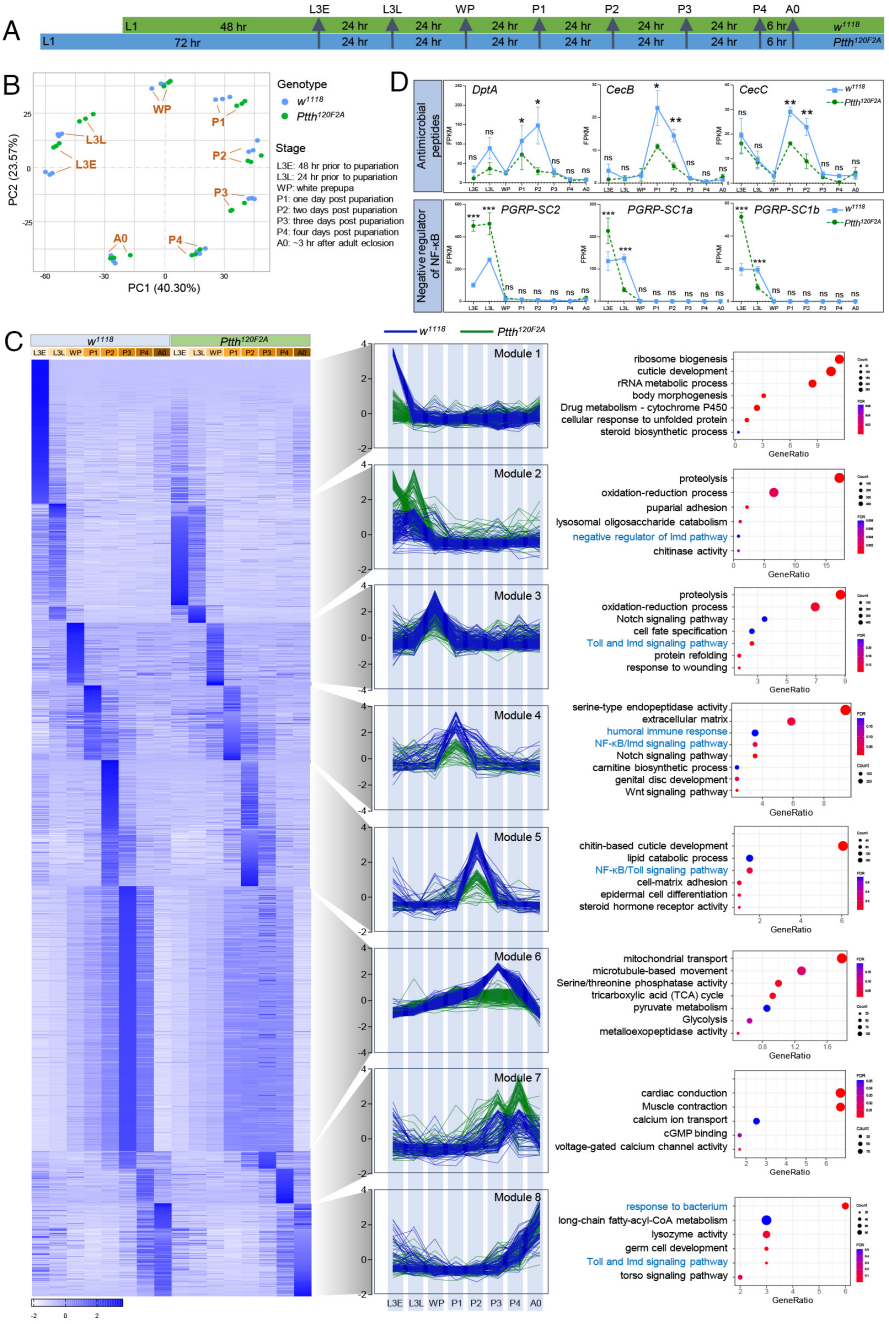
PTTH regulates metabolic and developmental processes, as well as NF-κB signaling during the larva-to-adult transition. (*A*) Schematic diagram showing the sample collection times for the development transcriptomic profiling. (*B*) PCA plot showing stage-specific transcriptomic profiling of wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*). (*C*) Heat map, line plots, and pathways analysis for eight distinct clusters identified from 4,000 DEGs between wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*) at different developmental stages. (*D*) Expression of antimicrobial peptide genes and negative regulation of NF-κB in wild-type (*w^1118^*) and *Ptth* mutants (*Ptth^120F2A^*) at different developmental stages. FPKM expression values are retrieved from the RNA-seq analysis. Two-way ANOVA followed by Bonferroni’s multiple comparison test. ns, not significant; *P < 0.05; **P < 0.01, n = 3.

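Between *Ptth* mutants and wild type, 2107 genes differed at L3E, 1274 of them higher and 833 lower in mutants, and 1328 at L3L (1004 higher, 324 lower). Fewer differed from pupariation on: 192 in white prepupae (82 higher, 110 lower), 292 at P1 (185 higher, 107 lower), 144 at P2 (71 higher, 73 lower), 383 at P3 (80 higher, 303 lower), 127 at P4 (65 higher, 62 lower) and 55 at A0 (32 higher, 23 lower). A threshold of 1.5-fold in place of 2-fold moved the larval counts most, to 3637 genes at L3E and 2574 at L3L. Quantile normalization left the total at P1 near its value but changed its make-up from 63.4% to 49.7% of genes higher in mutants, and at P3 from 20.9% to 32.7%.
The P3 count rested on single libraries. It was 994 without mutant replicate 3, 100 without wild-type replicate 3 and 113 to 152 without any other library. At P1 it rose to 449 without wild-type replicate 3. Among the smaller counts, that of white prepupae fell to 110 without mutant replicate 1 and 115 without wild-type replicate 2. At P2 it fell to 64 without wild-type replicate 1 and to 44, 72 and 56 without mutant replicates 1, 2 and 3. At P4 it was 54, 57 and 56 without wild-type replicates 1, 2 and 3, and 69 and 67 without mutant replicates 2 and 3. At A0 it was 6 and 14 without wild-type replicates 2 and 3, and 11, 11 and 22 without mutant replicates 1, 2 and 3. Leaving out any 1 library kept L3E between 1875 and 2163 genes and L3L between 1067 and 1518.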

The volcano plot analysis showed more genes were differentially regulated by *Ptth* mutants at the 3rd instar larval stages (*SI Appendix*, Figs. S6 and S7*A*). In addition, the differentially regulated biological processes enriched for each developmental stage were also distinct. 

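Gene lists were tested as sets with camera at a preset correlation of 0.01, with adjustment over all lists and stages. Among 41 ribosome biogenesis genes, all 41 were lower in *Ptth* mutants at L3E, with a median log2 change of -1.03 (camera adjusted p = 2.2e-18, fry adjusted p = 0.0014). Of these, 22 passed the threshold of the single-gene test, and also 22 adjusted over the list alone. At L3L their median was -0.03 (camera adjusted p = 0.62). A comparison at 96 h after egg laying in both genotypes (mutant L3E against wild-type L3L), chosen after the result was seen, gave the opposite direction. The median there was 0.17 (camera adjusted p = 0.0067, fry adjusted p = 0.003), with 0 genes past the threshold as lower. The drop at L3E was thus not kept at equal hours. The 93 cytosolic ribosomal protein genes moved less at L3E, with a median of -0.12 (camera adjusted p = 0.036, fry adjusted p = 0.72), and that shift was lost without wild-type replicate 1 (median 0) or without mutant replicate 3 (median 0.01). At L3L their median was -0.33, with 84 of 93 genes below 0 (camera adjusted p = 6.8e-16, fry adjusted p = 0.011). Quantile normalization moved that value most, to -0.06, which no longer passed. Over the 160 tests of 20 lists at 8 stages, camera made 44 calls, of which 23 also passed under fry.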

During larval development (L3E, L3L), cytoplasmic translation and ribosome biogenesis were differentially regulated by *Ptth* mutants. 

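No test of Gene Ontology terms was run on these values. Among the lists that moved as sets from white prepupae to P4, the 14 TCA cycle genes were higher in *Ptth* mutants at P1 (median log2 change 0.24, camera adjusted p = 0.011, fry adjusted p = 0.0088) and at P2 (median 0.41, camera adjusted p = 6.1e-06, fry adjusted p = 0.058). The 12 glycolysis genes were higher at P2 (median 0.27, camera adjusted p = 0.00098, fry adjusted p = 0.059). At P1 (median 0.18) they passed under fry (adjusted p = 0.015) and not under camera (adjusted p = 0.06). The 6 larval serum and fat body genes were lower at P1 (median -0.68, camera adjusted p = 0.0026, fry adjusted p = 0.015), a call that camera did not make after quantile normalization (median -0.58). Cytosolic ribosomal proteins were lower in white prepupae (median -0.29) and at P1 (median -0.2) and higher at P3 (median 0.15) and P4 (median 0.18), with camera adjusted p of 1.8e-08, 1.5e-09, 1.3e-08 and 1.6e-14, of which the call at P4 alone passed under fry (adjusted p = 0.0033). After quantile normalization these medians came to -0.03, 0, 0.01 and 0.06, so their direction was not kept at P1. Among 114 cuticle protein genes, medians rose by 0.14 at P2 (camera adjusted p = 0.0042) and by 0.13 at P3 (camera adjusted p = 0.00044), the latter not called after quantile normalization.
Single genes changed by far more. The largest rises by log2 change were *CG42792* in white prepupae (5.51), *SPH93* at P1 (4.2), *Klp54D* at P2 (3.29), *CR44404* at P3 (3.43) and *CG4377* at P4 (4.95). The largest drops were *Listericin* in white prepupae (-4.67), *CG15263* at P1 (-4.42), *CG32368* at P2 (-4.03), *CG4375* at P3 (-3.17) and *CG30054* at P4 (-4.16). Of these, *CG42792* (119 ± 133 FPKM in mutants, mean ± SD) and *CG32368* were each called in 2 of 6 leave-one-out fits, and *CG42792* did not pass by limma-voom (adjusted p = 0.12) or without the filter (limma adjusted p = 0.067), nor *CG4377* by limma-voom (adjusted p = 0.051). *Klp54D* and *CG30054* differed in the same direction at all 8 stages. *CG4375* lies on chromosome 2L at 1026105 to 1026897, within 2 Mb of *Ptth*, so sequence linked to the *Ptth* allele was not excluded for it.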

During pupal development, various metabolic and developmental processes were differentially regulated by *Ptth* mutants, such as cell differentiation, cell morphogenesis, epithelium development, and nervous system development (*SI Appendix*, Fig. S7*B*).

To further characterize the biological processes that were enriched for specific developmental stages and specific genotypes, we performed DESeq2 differential expression analyses (44) to identify stage-specific genes for each genotype respectively (fold change > 2, FDR < 0.05), followed by DEG identification by comparing wild-type samples and *Ptth* mutant samples at each developmental stage (see *Materials and Methods* section for more details). 

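Counting each gene once, 3048 genes differed between *Ptth* mutants and wild type at any of the 8 stages. Of the alternatives, the 1.5-fold threshold moved this union most, to 5680 genes, and limma-voom on the recovered reads gave 4454. Without replicate 1, 2 or 3 of every group, the union was 2212, 2106 or 3254 genes.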

We identified a total of 4,313 DEGs that were differentially expressed between wild-type and *Ptth* mutants across eight different developmental stages (*SI Appendix*, Fig. S7*A*). The DEGs belonged to eight distinct coexpression gene modules (Fig. 4*C*). Each module represented a cluster of genes highly coexpressed at one or two specific developmental stages in wild-type samples. For example, Module 1 includes genes that were specifically induced at L3E stage in wild-type samples, whereas Module 3 includes genes that were specifically induced at WP stage in wild-type samples (Fig. 4*C*). 

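Within the 24 wild-type libraries, each stage was compared with the other 7 by limma, one-sided for higher expression, with adjustment over all tested genes. By this test 1539 genes were specific to L3E and 542 to white prepupae, of which 575 and 115 also differed between the genotypes at any stage. The numbers for L3L, P1, P2, P3, P4 and A0 were 505, 413, 408, 1928, 719 and 363 stage-specific genes, with 294, 61, 148, 927, 104 and 66 of them differing between the genotypes. Quantile normalization moved the number specific to L3E most, to 995 genes. Leaving out replicate 1, 2 or 3 of every group left 147, 121 or 168 genes specific to L3L and 89, 81 or 76 genes specific to P3.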

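For the stage-specific genes that differed between the genotypes, the median log2 change in *Ptth* mutants at their own stage was -1.41 (L3E), -0.18 (L3L), -0.3 (WP), -0.3 (P1), -0.31 (P2), -0.77 (P3), 0.05 (P4) and 0 (A0). Genes chosen as high in wild-type libraries tend to look lower in any other libraries, and the choice of libraries moved the L3E and L3L medians more than any other alternative did. Chosen from the mutant libraries, the medians were 1.01, 0.53, -0.11, 0.2, -0.01, 0.13, 0.24 and 0.29 in the same order. Chosen from both genotypes together, they were -1.08, 0.03, -0.26, -0.14, -0.2, -0.78, 0.12 and 0. The lower direction at L3E and P3 was thus kept when both genotypes chose the genes, and turned when the mutants did.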

Among the eight gene modules, loss of *Ptth* resulted in a decreased gene expression in most of the modules, except for Module 2 (L3L) and Module 7 (P3, P4) (Fig. 4*C*). 

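At L3E, 449 of the 575 genes specific to that stage in wild type passed the threshold as lower in *Ptth* mutants and 19 as higher. At P3, the corresponding numbers were 171 lower and 3 higher among 927 genes, and 843 of the 927 were below 0. Without replicate 1, 2 or 3 of every group, the P3 set shrank to 20, 14 or 23 genes, with median changes of 0.02, 0.12 and 0.05. Of all genes lower at P3, 94.1% rose with the male transcript *roX1* within groups of the other stages, against 42% of the other tested genes, and *roX1* itself was lower in the mutant P3 pools, at 26.7, 31.7 and 46.5 FPKM against 61.3, 59 and 67.5 FPKM in wild type.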

Strong reduction of gene expression by *Ptth* mutants was observed in Module 1 (L3E) and Module 6 (P3). Module 1 included genes involved in ribosome biogenesis, cuticle development, rRNA metabolic process, steroid biosynthetic process, and body morphogenesis. 

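Against all 12282 tested genes, the 575 L3E-specific genes that differed between the genotypes held 23 of the 41 ribosome biogenesis genes (Fisher's exact test, adjusted p = 1.3e-18) and 55 of 114 cuticle protein genes (adjusted p = 1.1e-40), but 2 of the 93 cytosolic ribosomal proteins, fewer than the 4.35 drawn by chance. Of the cuticle protein genes, 62 were lower and 16 higher in *Ptth* mutants at L3E (63 and 16 adjusted over the list alone), with a median log2 change of -1.7 (camera adjusted p = 7e-10, fry adjusted p = 0.0033). The largest single drops at L3E were the cuticle genes *TwdlM* (-9.9) and *Cpr64Ad* (-9.88). At 96 h after egg laying in both genotypes, the cuticle protein list was instead higher in *Ptth* mutants. Its median was 0.2 (camera adjusted p = 0.0031, fry adjusted p = 0.0093), with 4 genes lower and 23 higher. This set test was chosen after the result was seen. The drop of the list at L3E was thus not kept at equal hours.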

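Of 8 ecdysteroid synthesis genes listed, 5 were expressed highly enough to be tested. None of the 5 was among the L3E-specific genes that differed between the genotypes, where 0.23 would be drawn by chance (Fisher's exact test, p = 1). At L3E their median was 0.72 higher in *Ptth* mutants on the log2 scale, which passed under fry (adjusted p = 0.002) and not under camera (adjusted p = 0.052). Named after their values were seen, *sro* (log2 change 3.73, limma adjusted p = 0.000242) and *shd* (1.67, limma adjusted p = 0.00341) were the genes past the threshold there. At L3L the median was -0.42 (camera adjusted p = 0.11, fry adjusted p = 0.036), and *spok* changed by -1.13 (limma adjusted p = 0.00283). At 96 h after egg laying in both genotypes, a comparison chosen after the result was seen, the direction was the opposite of that at L3E, with a median of -0.71 and all 5 genes below 0 (camera adjusted p = 0.00041, fry adjusted p = 0.001).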

The differentially regulated steroid biosynthetic process (such as ecdysteroids) by *Ptth* mutants is consistent with previous studies (26). 

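Among the P3-specific genes that differed between the genotypes were 0 of 14 TCA cycle genes, with 1.06 drawn by chance, and 0 of 12 glycolysis genes, with 0.91 drawn by chance (Fisher's exact test, p = 1 for both). The TCA cycle list as a whole was slightly higher in *Ptth* mutants at P3 (median log2 change 0.14, camera adjusted p = 0.00044, fry adjusted p = 0.026), though not after quantile normalization (median 0.04), and glycolysis had a median of 0.06 (camera adjusted p = 0.053, fry adjusted p = 0.033). Testis genes were enriched, with 8 of 26 in the set against 1.96 by chance (Fisher's exact test, adjusted p = 0.0083). All 26 testis genes lay below 0 at P3, with a median of -0.75 (camera adjusted p = 1.2e-07, fry adjusted p = 0.062).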

Module 6 included genes in mitochondrial transport, microtubule-based movement, serine/threonine phosphatase activity, tricarboxylic acid (TCA) cycle, pyruvate metabolism, and glycolysis (Fig. 4*C*). Similar results were observed using multiWGCNA gene coexpression analysis (*SI Appendix*, Fig. S7*C*). Thus, PTTH mutants exhibit stage-specific transcriptomic changes, and alter many novel metabolic and developmental processes during larva-to-adult transition.

### NF-κB Signaling Is Downregulated in *Ptth* Mutants during *Drosophila* Development.

Intriguingly, our developmental RNA-Seq analysis revealed temporal dynamics of gene expression associated with innate immunity and NF-κB signaling pathways (Fig. 4*C*). The role of NF-κB signaling in *Drosophila* development and metamorphosis is largely unexplored. Recent studies show that hematopoietic niche-expressing Relish/NF-κB is required to maintain the blood progenitors in developing lymph glands (35), while retrotransposon activation during *Drosophila* pupal stage primes the host antiviral responses via the induction of NF-κB signaling (36). 

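In the 24 wild-type libraries, the mean of L3E and L3L, and the mean of P1 and P2, were each compared with the mean of WP, P3, P4 and A0. Of 12 antimicrobial peptide genes plotted in Fig. 4D and Fig. S5B, 11 were tested, since *AttA* stayed under 3 FPKM in every library (highest stage mean 0.707 FPKM, at L3E). Higher in the third instar were 7 genes (*DptA*, *CecC*, *AttB*, *AttC*, *DptB*, *Mtk* and *Dro*), and higher at P1 and P2 were 6 (*DptA*, *CecB*, *CecC*, *DptB*, *Dro* and *Def*), with the same numbers adjusted over the list alone. *DptA*, *CecC*, *DptB* and *Dro* were in both sets. For the third instar, *DptA* rose by 1.57 on the log2 scale (limma adjusted p = 0.00061), *CecC* by 1.73 (limma adjusted p = 4.1e-05), *DptB* by 4.73 (limma adjusted p = 2.6e-09), *Mtk* by 2.11 (limma adjusted p = 1.7e-07) and *Dro* by 1.42 (limma adjusted p = 0.00016), while *CecB* did not pass (0.49, limma adjusted p = 0.081). For P1 and P2 the rises were 2.86 (*DptA*), 3.1 (*CecB*), 2.78 (*CecC*), 1.65 (*DptB*) and 1.7 (*Dro*), and *Mtk* did not pass (0.58). The early pupal count was 5 without replicate 1 or 2 of every group, when *DptB* was lost, and 8 without replicate 3, when *AttC* and *Mtk* were gained. It was 7 with P3, P4 and A0 as the baseline.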

Through our developmental RNA-Seq analysis, we found that in wild-type animals, many AMP genes (e.g., *DptA, CecB, CecC, AttA, DptB, Mtk, Dro,*) showed peak expression at both 3rd instar larval (L3E, L3L) and early pupal stages (P1, P2) (Fig. 4*D* and *SI Appendix*, Fig. S5*B*), which corresponds to the rise of *Ptth* expression during larval development and metamorphosis (*SI Appendix*, Fig. S5*A*). In addition, there were other AMPs (e.g., *AttB, AttC, Drs*) that showed a peak expression only at 3rd instar larval stages (L3E, L3L) (*SI Appendix*, Fig. S5*B*), while the expression of two AMPs (*Def and Drsl2*) peaked only at early pupal stages (*SI Appendix*, Fig. S5*B*). These data indicate that NF-κB signaling is activated during the larva-to-adult transition, especially at 3rd instar larval and early pupal stages. 

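*AttB* and *AttC* had their highest mean at L3E (41.2 and 89.4 FPKM) and were above the baseline stages in the third instar (log2 3.27, limma adjusted p = 6.8e-09 and 4.43, limma adjusted p = 3e-11) and not at P1 and P2 (-0.01 and 0.72). *Def* had its highest mean at P1 (101 FPKM) and was above the baseline at P1 and P2 alone (log2 4.29, limma adjusted p = 5.3e-15, against -0.13 in the third instar). *Drs* and *Drsl2* had their highest means in white prepupae, 488 and 1020 FPKM, a stage that belongs to the baseline here. Against it both were lower in the third instar (-1.08, limma adjusted p = 9.8e-05 and -2.11, limma adjusted p = 1.6e-08), and neither was higher at P1 and P2 (-0.49 and -0.85). With P3, P4 and A0 as the baseline, neither passed the 2-fold threshold in the third instar (-0.86, limma adjusted p = 0.0014 and -0.3, limma adjusted p = 0.23) or at P1 and P2 (-0.28, limma adjusted p = 0.26 and 0.95, limma adjusted p = 0.00086).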

Our findings also suggest that NF-κB signaling plays an important but underappreciated role in regulating *Drosophila* development and metamorphosis (juvenile-to-adult transition).

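Immune gene lists were counted among the stage-specific genes that differed between the genotypes, one set per stage. The plotted antimicrobial peptide genes passed in the L3E set, with 4 of 11 (Fisher's exact test, adjusted p = 0.018), while the WP set and the P1 set held 1 of 11 each (adjusted p = 0.61 and 0.45). The 3 PGRP-SC genes were all in the L3L set (Fisher's exact test, adjusted p = 0.00031). In the A0 set were 7 of the 12 Bomanin and Daisho genes (adjusted p = 3.9e-12). The sets hold genes that differed at any stage, and 0 of these 12 genes passed the threshold at A0 itself. Of 5 tested antimicrobial peptide genes outside the plotted ones, the WP set held 1 (adjusted p = 0.41).
As lists, Bomanin and Daisho were lower in *Ptth* mutants at L3L (median log2 change -1.65, camera adjusted p = 0.0037, fry adjusted p = 0.083), with 7 of 12 genes past the threshold, and higher at P3 (median 0.54, camera adjusted p = 0.0046, fry adjusted p = 0.016), a call that camera did not make after quantile normalization. At P4 they were lower (median -0.6, camera adjusted p = 0.034, fry adjusted p = 0.21), which was lost without wild-type replicate 1 or 2 or mutant replicate 2 and with 1 fit over all 48 libraries, and at A0 higher (median 0.39, camera adjusted p = 0.00027, fry adjusted p = 0.059). The 11 Imd pathway core genes had medians between -0.17 and 0.06 over the 8 stages, with 0 camera calls and fry calls at L3L (adjusted p = 0.015) and P1 (adjusted p = 0.0086).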

Strikingly, NF-κB signaling and innate immunity were differentially regulated by *Ptth* mutants in five out of eight coexpression modules (Module 2, 3, 4, 5, 8) (Fig. 4*C*). 

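At L3E, limma called 4 of the 11 tested antimicrobial peptide genes lower in *Ptth* mutants: *AttB* (41.2 ± 21.5 to 9.64 ± 3.29 FPKM, mean ± SD), *AttC* (89.4 ± 2.85 to 17 ± 5.52 FPKM), *DptB* (109 ± 14.6 to 27.4 ± 8.81 FPKM) and *Mtk* (38.8 ± 14.3 to 9.54 ± 4.16 FPKM). Their log2 changes were -1.92, -2.38, -1.99 and -1.94, with limma adjusted p of 0.014, 0.0011, 0.0025 and 0.011, and the calls were kept whichever library was left out, except that *AttB* was lost without mutant replicate 2. At L3L 2 genes were called, *Drs* (404 ± 162 to 46.5 ± 59.4 FPKM, log2 change -3.92, limma adjusted p = 0.032) and *Drsl2* (10.4 ± 2.94 to 2.86 ± 1.17 FPKM, log2 change -1.58, limma adjusted p = 0.011). The call of *Drs* was kept in 1 of 6 fits that left out a library, that of *Drsl2* in 6 of 6. Together 6 of the 11 genes were lower at L3E or L3L. *AttC*, *DptB*, *Mtk* and *DptA* changed at L3L by -1.65, -1.89, -2.02 and -1.6 without passing (limma adjusted p of 0.17, 0.17, 0.14 and 0.24).
At P1, limma called 0 genes past the 2-fold threshold, with 3 lower at an unadjusted p under 0.05 and 0 lower by limma-voom. *CecC* changed by -0.8 there (limma adjusted p = 0.0033) and *Drsl2* by 0.95 (limma adjusted p = 0.0094), both under 2-fold, and limma-voom called *Drsl2* higher (1.02, adjusted p = 0.0055). It also called *Def* higher at L3E (1.83, adjusted p = 0.049, against 0.91 by limma) and at P3 (1.27, adjusted p = 0.011, against 0.94 by limma) and *Drsl2* lower at P3 (-1.09, adjusted p = 0.031, against -0.87 by limma). At P2 it called *CecB* (14.5 ± 3.4 to 5.11 ± 1.77 FPKM, log2 change -1.36, limma adjusted p = 0.041) and *Mtk* (19.9 ± 8.27 to 3.31 ± 0.751 FPKM, log2 change -2.2, limma adjusted p = 0.03), kept in 0 and 1 of 6 leave-one-out fits, and *DptA* changed by -2.21 (limma adjusted p = 0.066). Adjusted over the list alone, 4 genes were lower at L3E, 1 at L3L, where *Drs* was lost (adjusted p = 0.069), 0 at P1 and 7 at P2. The two-way model on FPKM that the legend of Fig. S5 names called 5 genes lower at L3E (*AttA*, *AttB*, *AttC*, *DptB* and *Mtk*), 4 at L3L (*AttC*, *DptB*, *Drs* and *Mtk*), 3 at P1 (*CecB*, *CecC* and *Def*) and 5 at P2 (*DptA*, *CecB*, *CecC*, *Dro* and *Mtk*), and 0 higher. Other stages held few calls by limma: *Drs* (-1.52) and *Mtk* (-1.22) in white prepupae, each kept in 1 of 6 leave-one-out fits, and *CecC* (-1.45) at P4, kept in 0 of 6. With the replicate number as a block, the calls of *Drs* at L3L and in white prepupae, of *CecB* and *Mtk* at P2, of *Mtk* in white prepupae and of *CecC* at P4 were all lost, and without the filter all of these but *Mtk* in white prepupae. Quantile normalization lost *Drs* in white prepupae and *CecC* at P4, and the fit over all 48 libraries *Mtk* in white prepupae and *CecC* at P4. The two-way model did not call *Drsl2* at L3L.
Taken as a list, the 11 genes had median log2 changes of -1.18 at L3E (camera adjusted p = 0.051, fry adjusted p = 0.036, and called by camera after quantile normalization at -1.23, after median-ratio rescaling, with the replicate block and without wild-type replicate 1 or 2 or mutant replicate 1 or 2), -1.58 at L3L (camera adjusted p = 0.11, fry adjusted p = 0.28), -0.17 at P1 (camera adjusted p = 0.4, fry adjusted p = 0.47, above 0 without wild-type replicate 1 or mutant replicate 3) and -1.36 at P2 (camera adjusted p = 0.00098, fry adjusted p = 0.062). At A0 the list was higher in mutants (median 0.54, camera adjusted p = 0.034, fry adjusted p = 0.34), a call lost without wild-type replicate 1 or 2 or mutant replicate 2 or 3, after median-ratio rescaling and with 1 fit over all 48 libraries. At 96 h after egg laying in both genotypes, the median was -1.24, with *DptA* (-2.79), *Drs* (-4.29) and *Drsl2* (-2.44) past the threshold, while *AttB*, *AttC*, *DptB* and *Mtk* changed by -1.08 to -1.42 with limma adjusted p of 0.1 to 0.22.

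**Figure D2:**
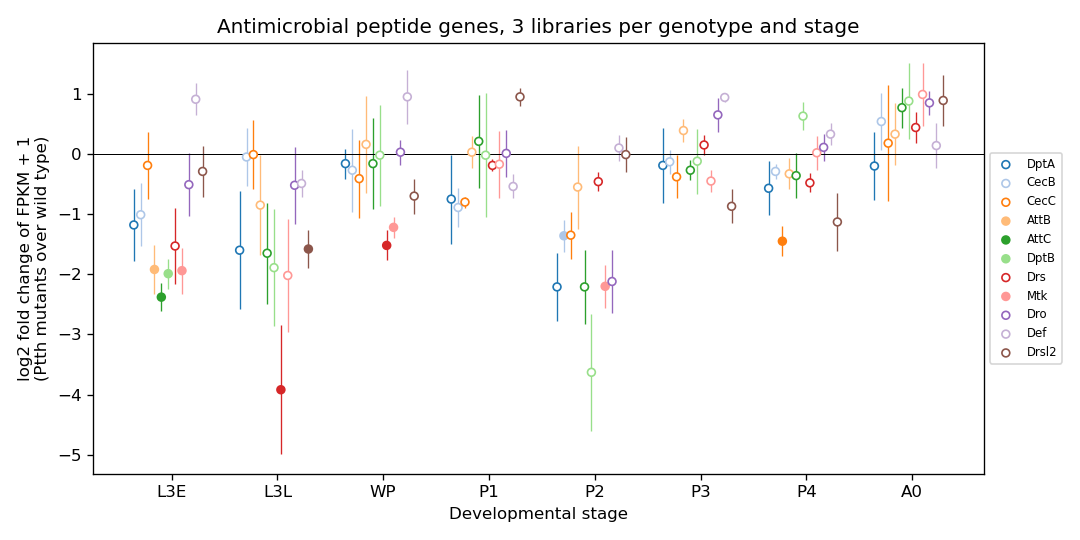
Log2 change of 11 antimicrobial peptide genes in *Ptth* mutants against wild type at 8 stages (points, 3 libraries per genotype, bars are standard errors), with filled points past the threshold. Filled points number 4 at L3E, 2 at L3L, WP and P2, and 1 at P4.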

Almost all AMP genes were significantly downregulated by *Ptth* mutants at both 3rd instar larval and early pupal stages (Fig. 4*D* and *SI Appendix*, Fig. S5*B*). In addition, the expression of three negative regulators of NF-κB signaling (*PGRP-SC2*, *PGRP-SC1a*, *PGRP-SC1b*) peaked at 3rd instar larval stages (L3E, L3L) in wild-type, while loss of *Ptth* increased the expression of these negative regulators, in particular *PGRP-SC2* (Fig. 4*D*). Together, these data suggest a strong link between PTTH and NF-κB signaling during *Drosophila* development and metamorphosis, and PTTH might act as an upstream regulator that activates developmental NF-κB signaling during the juvenile-to-adult transition in *Drosophila*.

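*PGRP-SC2* rose in *Ptth* mutants from 101 ± 22.6 to 468 ± 57.9 FPKM (mean ± SD) at L3E, a log2 change of 2.21 (SE 0.19, limma adjusted p = 0.00067) that was called in 6 of 6 leave-one-out fits. At L3L it went from 259 ± 13.5 to 481 ± 117 FPKM, a log2 change of 0.86 (limma adjusted p = 0.015) under the 2-fold threshold, which it passed after quantile normalization (1.31). *PGRP-SC1b* rose at L3E (19.7 ± 6.24 to 51.8 ± 4.83 FPKM, log2 change 1.39, limma adjusted p = 0.005) and fell at L3L (19.4 ± 3.58 to 8.61 ± 2.91 FPKM, log2 change -1.12, limma adjusted p = 0.018, called in 2 of 6 leave-one-out fits). *PGRP-SC1a* did not pass at L3E (124 ± 51.4 to 218 ± 69.1 FPKM, log2 change 0.83, limma adjusted p = 0.13) but did in the two-way model (Bonferroni adjusted p = 0.00011), and it fell at L3L (133 ± 21.7 to 35.5 ± 10.7 FPKM, log2 change -1.91, limma adjusted p = 0.0028, 6 of 6 leave-one-out fits). The change at L3L was below that at L3E in all 3 genes (interaction by limma, adjusted p = 0.00053 for *PGRP-SC2*, 1.5e-10 for *PGRP-SC1a* and 4.5e-12 for *PGRP-SC1b*). Outside the third instar, no stage mean of these genes in wild type was above 14.1 FPKM (*PGRP-SC2* in white prepupae). On PC1 the mutant L3L libraries (-94.73 to -78.81) lay between wild-type L3L (-126.86 to -121.76) and wild-type white prepupae (-14.88 to -0.79). Mutant L3L animals further along would also have lower *PGRP-SC1a* and *PGRP-SC1b*, which stays open, untested. *PGRP-SC2*, also low in wild-type white prepupae, went the other way at L3L. The 3 genes lie within chromosome 2R between 8709733 and 8717695.
Other negative regulators, 8 genes, had a median of -0.3 at L3E (camera adjusted p = 0.11, fry adjusted p = 0.024).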

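Of further genes the paper names, *Rel* changed at L3E by -0.86 on the log2 scale (51 to 27.2 FPKM, limma adjusted p = 0.011), under the 2-fold threshold, and *Socs36E*, which the paper reads as JAK-STAT signaling, by -2.28 (40.6 to 7.25 FPKM, limma adjusted p = 0.0014). *Sting* was lower in white prepupae (-1.03, limma adjusted p = 0.029) and at P3 (-1.16, limma adjusted p = 0.02), each kept in 1 of 6 leave-one-out fits, and the former fell under the 2-fold threshold after median-ratio rescaling (-0.99) or quantile normalization (-0.98) and was not called without the filter or with the replicate block. At P4 (-1.21) *Sting* was not called by limma adjusted over all tested genes. Limma adjusted over the list of other genes named in the paper alone called it there. So did limma-voom, the fit over all 48 libraries and the two-way model. From antimicrobial peptide genes that peak in the wild type when *Ptth* expression rises and are lower in *Ptth* mutants, together with higher PGRP-SC genes, the paper proposes that PTTH acts upstream of NF-κB signaling during the juvenile-to-adult transition.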

One possibility for PTTH-regulated developmental NF-κB signaling is through ecdysone. To test this idea, we again fed wild-type or *Ptth* mutants with 20E at 1st instar larval stage and then measured NF-κB signaling at late 3rd instar larval stage (L3L). As expected, 20E feeding partially restored the low *DptA* transcription of *Ptth* mutants (Fig. 5*A*). We further showed that feeding 20E to *Ptth* mutants enhanced the nuclear translocation of Relish compared to vehicle control, specifically within larval oenocytes [indicated by streptavidin counterstaining (45)] (Fig. 5*B*). In addition, oenocyte-specific knockdown of *EcR* blocked the activation of NF-κB signaling, indicated by the nuclear translocation of Relish, in oenocytes of 3rd instar larvae (Fig. 5*C*). Together, our data demonstrate that PTTH induces NF-κB signaling through ecdysone in oenocytes during the juvenile-to-adult transition in *Drosophila*.

**Fig. 5.**
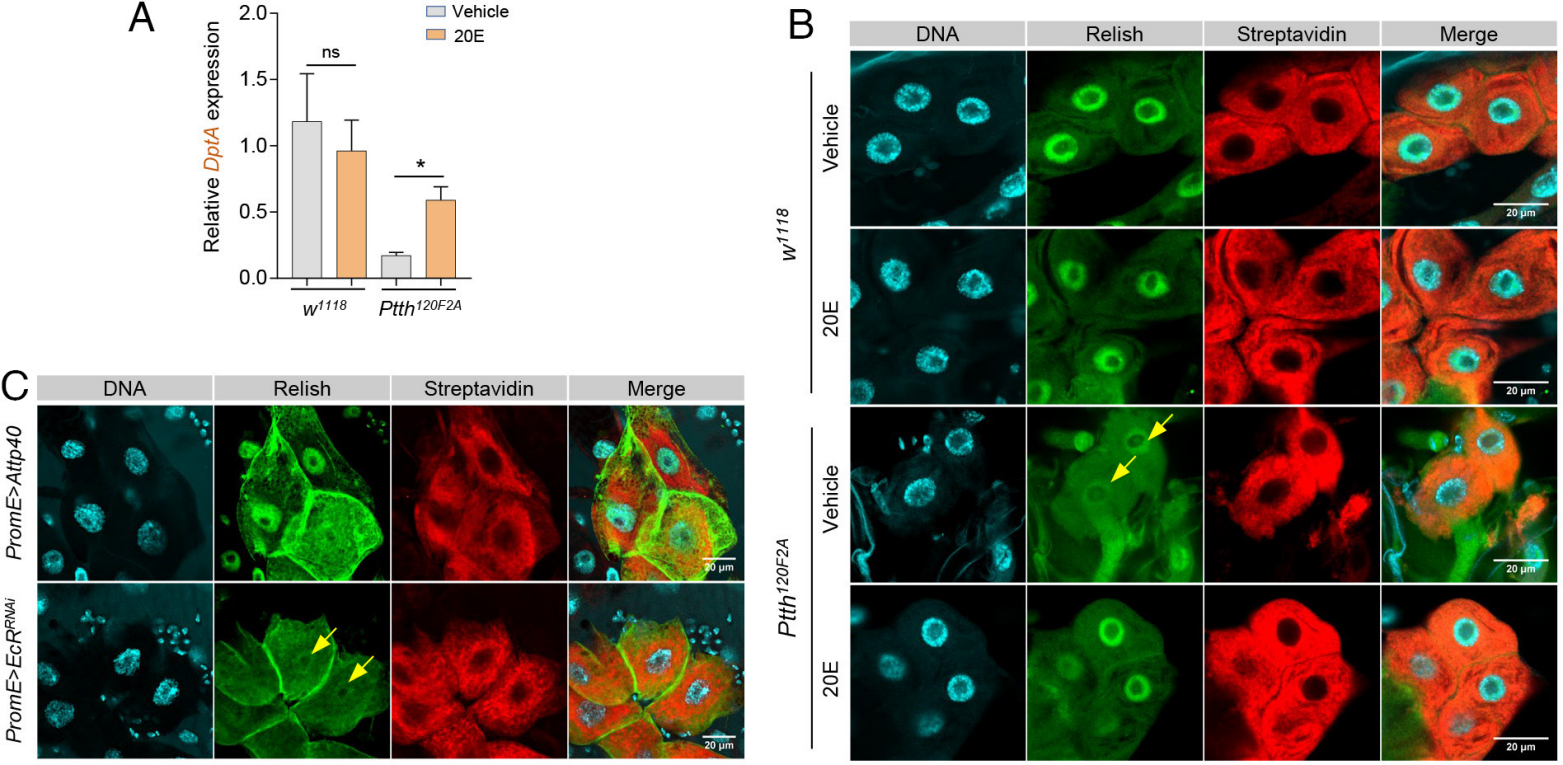
PTTH regulates developmental NF-κB signaling through ecdysone. (*A*) qPCR analysis of the expression of *DptA* in 3rd instar larvae of wild-type and *Ptth* mutants upon 20E feeding. Two-way ANOVA followed by Bonferroni’s multiple comparison test. ns, not significant; *P < 0.05, n = 6. (*B*) Immunostaining analysis of nuclear translocation of Relish/NF-κB in oenocytes of late 3rd instar larvae (L3L) in wild-type and *Ptth* mutants upon 20E feeding. Larval oenocytes were marked by streptavidin counterstaining. (Scale bar: 20 μm.) Yellow arrows: the nuclei with reduced Relish translocation. (*C*) Immunostaining analysis of nuclear translocation of Relish/NF-κB in oenocytes of late 3rd instar larvae (L3L) in oenocyte-specific *EcR* knockdown. Larval oenocytes were marked by streptavidin counterstaining. (Scale bar: 20 μm.) Yellow arrows: the nuclei with reduced Relish translocation.

### Silencing *Relish/NF-κB* in Developing Hepatocytes Leads to Developmental Delay and Lifespan Extension.

Given that PTTH activates NF-κB signaling during *Drosophila* larva-to-adult transition, we next asked whether the activation of NF-κB signaling in developing oenocytes could be the underlying mechanism linking development time to adult lifespan observed in *Ptth* mutants. To test this idea, we used the temperature-sensitive GAL80 system (*GAL80^ts^*) to achieve temporal and spatial gene silencing during *Drosophila* development (Fig. 6*A*). Animals carrying *GAL80^ts^* and *GAL4* were maintained at 18 °C throughout larval development, and then switched to 29 °C at specific larval or pupal stages to activate *GAL4* expression and gene silencing for about 24 h before switching to 25 °C for either developmental timing or lifespan analysis. We first confirmed that the approach was efficient at silencing *Relish* during development using *Tub-GAL4; Tub-GAL80^ts^*. As shown in *SI Appendix*, Fig. S8 *A* and *B*, the activation of *Relish* RNAi at prepupa for 24 h led to a significant reduction of Relish mRNA expression at early pupal stages (1-d post knockdown), while *Relish* expression was restored back to wild-type levels in adulthood.

**Fig. 6.**
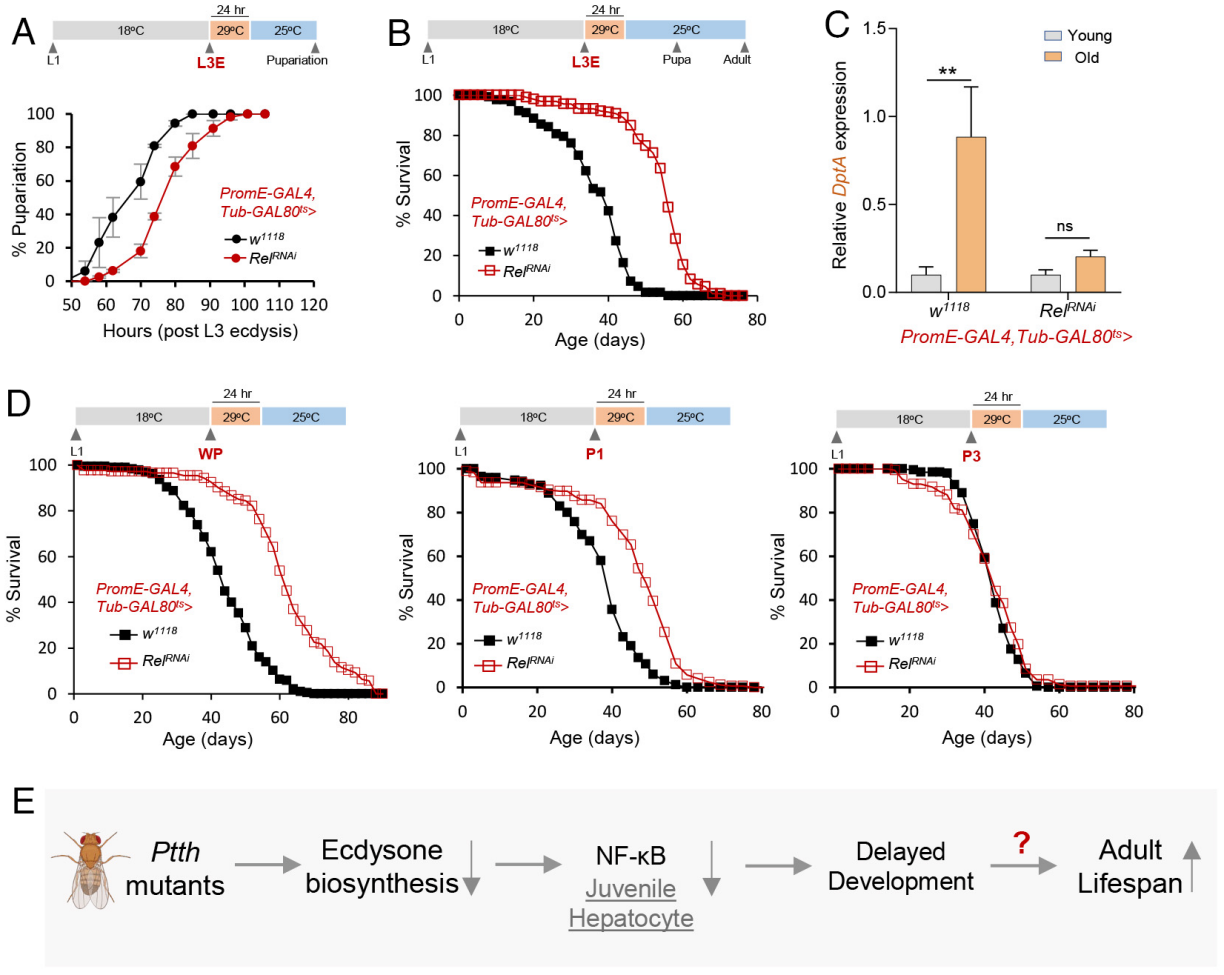
Silencing *Relish/NF-κB* in larval oenocytes delays development and prolongs lifespan. (*A*) Developmental timing analysis of oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage (L3E). Schematic diagram of the experimental design is shown above the data. *PromE-GAL4; Tub-GAL80^ts^* was used to drive time-restricted gene silencing in larval oenocytes. Larvae were incubated at 29 °C for 24 h to activate RNAi. Two replicates were performed for each genotype (about 30 to 40 larvae each replicate). (*B*) Lifespan analysis of oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage (L3E). Log-rank test, *P* < 0.001, n = 229. (*C*) qPCR analysis of the expression of *DptA* in young and old flies with short-term oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage (L3E). Two-way ANOVA followed by Bonferroni’s multiple comparison test. ns, not significant; **P < 0.01, n = 6. (*D*) Lifespan analysis of oenocyte-specific knockdown of *Relish* at prepupa (WP) and different pupal stages (P1-P4). WP: Log-rank test, *P* < 0.001, n = 552. P1: Log-rank test, *P* < 0.001, n = 344. P2: Log-rank test, *P* < 0.001, n = 414. P3: Log-rank test, *P* > 0.1, n = 332. P4: Log-rank test, *P* < 0.01, n = 280. (*E*) The proposed model shows *Drosophila Ptth* mutants delay development and prolong lifespan through NF-κB signaling in larval oenocytes (juvenile hepatocytes).

Using the GAL80 system, we first examined whether oenocyte-specific NF-κB signaling regulates *Drosophila* developmental timing. Importantly, we found that oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage (L3E) led to a 12-h developmental delay (Fig. 6*A*). This finding suggests that the downregulation of NF-κB signaling in larval oenocytes is partially responsible for PTTH-regulated developmental delay. Notably, oenocyte-specific knockdown of *EcR* at early 3rd instar larval stage (L3E) also led to delayed development (*SI Appendix*, Fig. S8*C*). Intriguingly, oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage (L3E) not only delayed development, but also prolonged adult lifespan (47% extension of median lifespan) (Fig. 6*B*). In addition, we noticed that silencing of NF-κB signaling in larval oenocytes had prolonged impacts on adult inflammaging. Flies developed from the larvae with oenocyte-specific *Relish* knockdown showed lower age-dependent induction of *DptA* transcription (Fig. 6*C*). Together, these findings uncover an underappreciated role of NF-κB signaling in animal developmental timing, and demonstrate that manipulation of developmental NF-κB signaling can significantly influence adult lifespan and inflammaging.

Given that the expression of AMP genes were downregulated by *Ptth* mutants at both 3rd instar larval and early pupal stages, we then asked whether silencing *Relish* during early pupal stages can also extend lifespan. Indeed, when *Relish* was knocked down in oenocytes at prepupal (WP) or early pupal stages (P1), but not late pupal stages (P3), the adult lifespan was greatly extended (Fig. 6*D*). We recognize that at late pupal stages (P3, P4), larval oenocytes are degenerated and adult oenocytes have not been fully developed yet. Therefore, the *PromE-GAL4* driver may not be able to activate RNAi at late pupal stages, which could confound our interpretation of late pupal knockdown results. Despite this limitation, our findings demonstrate that the specific stage of *Relish* knockdown is crucial to achieve lifespan extension effects. Last, we showed that the whole-body knockdown of *Relish* at prepupal stages (WP) did not prolong lifespan, rather it shortened adult lifespan (*SI Appendix*, Fig. S8*D*). This finding suggests that silencing NF-κB signaling in tissues other than oenocytes could be detrimental. Indeed, our whole-body *Relish* knockdown results align well with a recent study showing that pupal-specific knockdown of *Relish* increases the susceptibility of adult flies to viral infection (36). Together, our studies suggest that NF-κB signaling acts on specific developing tissues and at specific developmental stages to regulate animal developmental timing and lifespan.

## Discussion

Developmental time (time to maturity) and maximum lifespan show a strong positive correlation. However, the genetic mechanisms underlying this phenomenon are largely unknown. One challenge is to establish a genetic model system that specifically alters developmental timing, as most of the longevity genes identified previously are the regulators for growth rate, but not developmental timing. For example, perturbation of developmental signaling pathways, such as GH (3, 6), insulin/IGF (4, 5), and mTORC1 signaling (46–49), often causes retarded growth and longer lifespan. In the present study, we target the major regulator of developmental timing in *Drosophila* and show that loss of *Ptth* results in extended lifespan and delayed developmental timing, which can be rescued through ecdysone feeding. We further show that loss of *Ptth* prolongs lifespan by repressing age-dependent induction of NF-κB signaling and chronic inflammation in fly hepatocytes (oenocytes). Intriguingly, PTTH is required for the activation of NF-κB signaling during larva-to-adult transition. Time-restricted and tissue-specific silencing of *Relish* in oenocytes during larval development leads to delayed pupariation, as well as extended lifespan. Thus, our work establishes a genetic model for dissecting the mechanisms linking developmental time to lifespan regulation. Our findings provide insights into the unexplored function of developmental NF-κB signaling in aging and longevity control (Fig. 6*E*).

Although both growth rate and developmental time are correlated with maximum lifespan, developmental time and maximum lifespan show a much stronger positive correlation (1, 14). In fact, no correlation between growth rate and maximum lifespan is found in birds (1). Our lifespan analysis using *Drosophila Ptth* mutants suggests that an individual’s developmental time determines lifespan, independent of the growth rate. We believe that *Ptth* mutants are excellent genetic model systems that uncouple developmental time from growth rate, which offers a great advantage in understanding the genetic mechanisms underlying the role of developmental time in longevity control. Our findings further exemplify that developmental time could be a better indicator of maximum lifespan than body size.

Our studies reveal that loss of *Ptth* leads to a downregulation of NF-κB signaling during the larva-to-adult transition in *Drosophila*. Our data suggest that PTTH regulates NF-κB signaling through ecdysone biosynthesis, since feeding 20E to *Ptth* mutants restore NF-κB signaling to wild-type levels. This finding is consistent with the previous studies showing that ecdysone signaling functions to prime the target tissues for rapid immune activation upon infection (50). Our studies using oenocyte-specific *EcR* knockdown further support the notion that ecdysone through its receptor EcR can activate innate immune signaling in larval oenocytes, which is likely mediated through the transcriptional activation of PGRC-LC as reported previously (50). However, what really excites us is that oenocyte-specific knockdown of *Relish* at early 3rd instar larval stage leads to delayed pupariation, as well as extended lifespan. The developmental effects of NF-κB signaling are understudied. A recent study reports that Gypsy retrotransposon is activated during *Drosophila* metamorphosis, which leads to the induction of NF-κB in a STING-dependent manner (36). However, it is unclear how manipulation of NF-κB signaling at early 3rd instar larvae can alter animal developmental timing. NF-κB is known to interact with various nutrient-sensing pathways (e.g., insulin/IGF-1 and mTOR) (51, 52), and involve in lipid metabolism and mitochondrial biogenesis and respiration (53). One possibility is that the perturbation of NF-κB signaling might alter metabolic and nutritional signaling pathways during larval development, which consequentially prolongs animal developmental time. Although PTTH has no mammalian homolog, *Ptth* mutants phenotypically resemble genetic mutations in mammalian growth factors, such as GH and insulin/IGF-1 signaling, in terms of retarded growth and prolonged lifespan (4–6). GH is known to interact with steroids (e.g., estrogens) to regulate animal growth and development (54). Our work might enlighten future investigations to see whether a similar growth factor—steroid—innate immunity axis exists in linking developmental time to lifespan regulation in mammals.

Our developmental RNA-Seq analysis uncovers two major peaks of AMP gene expression, at 3rd instar larval and early pupal stages. While the expression of AMP at 3rd instar larval stage might be related to larval developmental time, it is possible that the activation of NF-κB at early pupal stages contributes to the remodeling of adult tissues during *Drosophila* metamorphosis. Dorsal (Dl), a REL domain-containing protein of the NF-κB family, was first identified as a regulator of dorsoventral pattern formation during *Drosophila* embryogenesis (55). NF-κB signaling has also been shown to be activated in the hematopoietic niche to maintain blood progenitors in the developing lymph gland of *Drosophila* larvae (35). During zebrafish development, NF-κB is activated in endothelial cells to drive the specification of hematopoietic stem and progenitor cells (56, 57). Further, NF-κB is required for TNF-α-mediated osteogenic differentiation from the human dental pulp stem cells, a type of mesenchymal stem cells (58). NF-κB activation also promotes the migration and proliferation of human mesenchymal stem cells in response to proinflammatory cytokines, such as TNF-α and interleukin-1β (59, 60). Thus, it is possible that NF-κB signaling is activated in response to proinflammatory signals (or ecdysone signaling) during *Drosophila* metamorphosis, which in turn governs the remodeling of adult tissues. One such tissue could be adult oenocytes, a major tissue strongly associated with inflammaging (28). Our preliminary studies did not find any obvious morphological differences of adult oenocytes dissected from wild-type and *Ptth* mutants (*SI Appendix*, Fig. S8 *E* and *F*). Future single-cell transcriptomics analysis could help reveal more details on adult tissue remodeling in *Ptth* mutants through stage- and cell type–specific gene expression analysis.

PTTH is well known for its role in controlling developmental timing through ecdysteroid biosynthesis (21, 26). However, whether PTTH also regulates other developmental processes beyond ecdysteroid biosynthesis is largely unknown. Our developmental RNA-Seq analysis reveals that PTTH targets many unexplored metabolic and developmental processes. These developmental processes include cell morphogenesis, epithelium development, nervous system development, and cuticle development. The metabolic processes include ribosome biogenesis, tricarboxylic acid (TCA) cycle, pyruvate metabolism, and glycolysis. These findings are aligned with the target tissue of PTTH, the fly hepatocytes (oenocytes). We speculate that PTTH may regulate animal developmental timing through metabolic programming in metabolic tissues like the juvenile liver. Further studies are needed to investigate the metabolic changes in metabolic tissues during animal development, and whether these metabolic changes are correlated with developmental timing and regulated by PTTH.

In summary, we established a genetic model to dissect the link between developmental time and lifespan. Our studies revealed that the insect hormone PTTH regulates lifespan through developmental NF-κB signaling in oenocytes during *Drosophila* larval development and metamorphosis. The *Ptth* mutants represent unique genetic model systems that uncouple developmental time from growth rate, which offers many advantages in future interrogation of the genetic mechanisms linking developmental time to longevity control.

## Materials and Methods

Details on the RNA-seq analysis, bioinformatics analysis, immunostaining and confocal microscopy, lifespan analysis, molecular and biochemical analysis, and behavior analysis, can be found in *SI Appendix*, *SI Materials and Methods*.

## Supplementary Material

Appendix 01

## Data Availability

RNA-Seq data have been deposited in NCBI-GEO (GSE271165 and GSE271166) (61, 62). All data needed to evaluate the conclusions in the paper are present in the paper and/or *SI Appendix*.

# Supplementary material for: NF-κB-mediated developmental delay extends lifespan in Drosophila
**Source:** Proc Natl Acad Sci U S A. 2025 May 8;122(19):e2420811122. doi: 10.1073/pnas.2420811122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for NF- $\kappa$ B-mediated developmental delay extends lifespan in *Drosophila*

Ping Kang<sup>a,1</sup>, Peiduo Liu<sup>a</sup>, Yanhui Hu<sup>c</sup>, Jinoh Kim<sup>a</sup>, Ankur Kumar<sup>a</sup>, Marlene K. Dorneich-Hayes<sup>a</sup>, Wren Murzyn<sup>a</sup>, Zenessa J. Anderson<sup>a</sup>, Lexi N. Frank<sup>a</sup>, Nicholas Kavlock<sup>a</sup>, Elizabeth Hoffman<sup>a</sup>, Chad C. Martin<sup>a</sup>, Ting Miao<sup>a,2</sup>, MaryJane Shimell<sup>b</sup>, Jo Anne Powell-Coffman<sup>a</sup>, Michael B. O'Connor<sup>b</sup>, Norbert Perrimon<sup>c,d</sup>, Hua Bai<sup>a,1</sup>

### This file includes:

Supplementary Methods and Materials  
Figures S1 to S8

## Supplementary Methods and Materials

### Fly husbandry and stocks

Flies were maintained at 25°C, 60% relative humidity and 12-hour light/dark cycles. Adults were reared on agar-based diet with 0.8% cornmeal, 10% sugar, and 2.5% yeast (5% yeast was used during the larval development of *w<sup>1118</sup>* and *Ptth<sup>120F2A</sup>*). Fly stocks used in the present study are: *Ptth<sup>120F2A</sup>*, *Ptth<sup>TI</sup>* (RRID:BDSC\_84568), *Da-GS-GAL4* (a gift from Marc Tatar), *Phm-GAL4*, *PromE-GAL4* (or *Desat1-GAL4.E800*, RRID:BDSC\_65405), *PromE-GS-GAL4* (a gift from Heinrich Jasper), *PromE-GAL4/Tub-GAL80<sup>ts</sup>* (RRID:BDSC\_65407), *Tub-GAL4/Tub-GAL80<sup>ts</sup>*, *UAS-Relish RNAi* (RRID:BDSC\_28943), *UAS-FLAG-Rel68* (RRID:BDSC\_55777), *UAS-Ptth-RNAi* (VDRC #102043), *UAS-Torso-RNAi* (VDRC #36280), *UAS-EcR-RNAi* (RRID:BDSC\_29374). The following genotypes were used as control in the knockdown or overexpression experiments: *w<sup>1118</sup>*, *yw<sup>R</sup>* (a gift from Marc Tatar), *y<sup>1</sup> v<sup>1</sup>*; *P[CaryP]attP40* (BDSC # 36304). Gene knockdown using GeneSwitch driver was achieved by feeding flies on 200 µM RU486 (mifepristone, Cayman Chemical).

### Developmental timing and body weight analysis

To synchronize development for timed experiments, parental flies were allowed to lay eggs for 3~4 hours on an apple juice agar plate coated with a thin layer of yeast paste. Twenty or twenty-four hours after egg laying, newly hatched L1 larvae were transferred to fly culture vials. Larvae were raised in groups of 30~40 to prevent crowding. The time of pupariation was scored every 4 hours till all larvae molt into pupae. Pupariation data from 3 replicates were compiled and plotted in Excel or Graphpad.

To measure body weight, one-week-old adult flies were collected after brief anesthesia with FlyNap (Carolina Biological Supply). 20 flies were pooled and weighed together over a weighing paper.

### Demography and survival analysis

Flies were collected under brief CO<sub>2</sub> anesthesia and placed in food vials at a density of 25~30 females/males flies per vial, with a total of 150~300 flies for most conditions. Flies were transferred to fresh food every other day, and dead flies were scored and counted. Survival analysis was conducted with JMP statistical software. Data from replicate vials were combined. Survival distributions were compared by Log-rank test.

### Rescue by 20E feeding

For 20E rescue experiments (both developmental timing and demography), newly ecdysed wild-type and *Ptth* mutant L3 larvae were washed with water and transferred to fly vials containing either 0.5 mg/ml of 20E or vehicle (95% ethanol).

### **Climbing Assay**

Climbing ability was measured via a negative geotaxis assay performed by tapping flies to the bottom of an empty glass vial and counting flies that climbed at different positions of the vial. Ten seconds after tapping, the percentage of flies in each section of the vial (0~3 cm, 3~6 cm, 6~9 cm) were counted. The climbing ability index was calculated by weighing the number of flies according to their positions on the test vial.

### **Female fecundity analysis**

Three-day-old mated female flies were maintained on food for 10 days at 5 females per vial and 3 vials per group. Flies were daily passed to new vials, and eggs were counted daily. The mean number of daily egg-laying was plotted.

### **Oxidative stress resistance assay**

To assess oxidative stress resistance, 5-day-old flies were transferred into glass vials containing 1% agar, 5% sugar, and 20 mM paraquat (Sigma, St. Louis, MO, USA). Dead flies were scored and counted every 4 hours. A total of 40~50 flies were used for each genotype (10 flies per vial). Survival differences were analyzed by the Log-rank test.

### **Bacterial challenge assay**

Gram-negative pathogenic bacterium *Erwinia carotovora carotovora* 15 (*Ecc15*) was cultured overnight to obtain  $OD_{600} = 200$ . To assess the survival upon bacterial challenge, 5-day-old flies were infected with 1:1 mixture of 5% sucrose and 100X concentrated *Ecc15* overnight culture. The infection solution was added onto a filter disk that was placed over fly vials with 1% agar base. Dead flies were scored and counted every 4 hours. A total of 60~80 flies were used for each genotype (10 flies per vial). Survival differences were analyzed by the Log-rank test.

### **Food Intake assay**

One-week-old flies were first starved for 2 hours and then transferred to fresh food containing 2.5% blue food dye (FD & C Blue Dye no. 1) (10 females per replicate). Two hours after feeding, flies were homogenized in 200  $\mu$ l of distilled water. After 5 min of centrifugation at 12,000 xg, 100  $\mu$ l of supernatants were transferred to a 96-well plate and the absorbance was measured at 629 nm using BioTek spectrophotometer (Agilent Technologies).

### Quantification of L-amino acid, citrate, and malate

About 25 mg of one-week-old flies were homogenized in 250 µl of distilled water. After 15 min of centrifugation at 10,000 xg, 20 µl of supernatants were transferred to a 96-well plate containing reaction mix from L-Amino Acid Assay Kit, or Citrate Assay Kit, or Malate Assay Kit (Sigma). The absorbance was measured at 570 nm (L-amino acid and citrate) or 565 nm (malate) using BioTek spectrophotometer (Agilent Technologies).

### Locomotor activity assay

One-week-old flies were individually transferred to glass behavior tubes containing fresh fly food at one end (12 behavior tube per genotype). Locomotor activity was measured as the count of movements across Infrared beams per one-minute bin using DAM5H Drosophila Activity Monitor (Trikinetics Inc.).

### RNA extraction and Quantitative RT-PCR

Adult tissues (fat body, oenocyte, gut) were dissected in 1 × PBS before RNA extraction. For oenocyte dissection, we first removed the fat body through liposuction and then detached oenocytes from the cuticle using a small glass needle. Tissue lysis, RNA extraction, and cDNA synthesis were performed using Cells-to-CT Kit (Thermo Fisher Scientific). For whole-body RNA extraction, flies were collected on CO<sub>2</sub> and transferred to a 1.7 ml centrifuge tube with a stainless-steel ball and 500 µl Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and homogenized with TissueLyzer. About 15 flies were used per replicate. DNase-treated total RNA was quantified by Nanodrop, and about 500 ng of total RNA was reverse transcribed to cDNA using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA).

QRT-PCR was performed with a Quantstudio 3 Real-Time PCR System and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). Two to three independent biological replicates were performed with two technical replicates. The mRNA abundance of each candidate gene was normalized to the expression of *RpL32* for fly samples by the comparative CT methods. Primer sequences are listed in the following: *RpL32*: forward 5'-AAGAAGCGCACCAAGCACTTCATC-3' and reverse 5'-TCTGTTGTCGATACCCTTGGGCTT-3'. *PGRP-LC*: forward 5'-TTTAACCTTCCTGCTGGGTATC-3' and reverse 5'-TTGTCTGTAATCGTCGTCATCTC-3'. *DptA*: forward 5'-TTGCCGTCGCCTTACTTT-3' and reverse 5'-CCTGAAGATTGAGTGGGTACTG-3'. *upd3*: forward 5'-TCTGGAAGCTTCTTTCCGGC-3' and reverse 5'-GCGGTCAGCTGTCGTCATTT-3'. *Socs36E*: forward 5'-ACTACGGTTTAGCCAAATTGC-3' and reverse 5'-TGGACCTCCGATTGTTTTCTCT-3'.

## Immunostaining and imaging

To examine the nuclear translocation of Relish, adult oenocytes were dissected from one-day-old pupas or female flies in 1X PBS and then fixed in 4% paraformaldehyde for 15 min at room temperature. Tissues were washed with 1x PBS with 0.3% Triton X-100 (PBST) three times (~5 min each time), and blocked in PBST with 5% normal goat serum for 30 min. Tissues were then incubated overnight at 4 °C with anti-Relish primary antibodies (RayBiotech, #RB-14-0004, 1:500) diluted in PBST, followed by the incubation with secondary antibodies obtained from Jackson Immuno Research for 1 hr at room temperature the next day. After three washes, tissues were mounted using ProLong Gold antifade reagent (Thermo Fisher Scientific) and imaged with an FV3000 Confocal Laser Scanning Microscope (Olympus). DAPI or Hoechst 33342 was used for nuclear staining. Larval oenocytes were marked with streptavidin Alexa Fluor 555 (Thermo Fisher Scientific).

## Western blot analysis

About 30 µg of protein lysates were denatured with Laemmli sample buffer (Bio-Rad, Cat# 161-0737) at 95 °C for 5 minutes. Then proteins were separated by Mini-PROTEAN® TGX Precast Gels (Bio-Rad). Following incubation with primary and secondary antibodies, the blots were visualized with West Pico PLUS Chemiluminescent Substrate (Thermo Scientific). The following antibodies were used: anti-Sting (a gift from Alan Goodman, 1:2000), anti-β-actin (Cell Signaling Technology, #4967, 1:2000), Peroxidase Donkey Anti-Rabbit IgG (Jackson ImmunoResearch, # 711-035-152, 1:5000).

## RNA-Seq and bioinformatics

Two bulk RNA-Seq analyses were performed separately to profile transcriptomic changes in two adult ages and eight developmental stages (see main text). Total RNA was collected from 10~15 larvae, pupal, or adult flies (three biological replicates in each condition) using the Trizol method (described above), followed by DNase treatment (Ambion). RNA concentration was quantified by Qubit RNA BR Assay Kit (Thermo Fisher Scientific). RNA-Seq libraries were constructed using either NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs) or by Novogene RNA-Seq service. Poly(A) mRNA was isolated using NEBNext Oligo d(T)25 beads and fragmented into 200 nt in size. After first-strand and second-strand cDNA synthesis, each cDNA library was ligated with a NEBNext adaptor and barcoded with an adaptor-specific index. Libraries were pooled in equal concentrations and sequenced using Illumina HiSeq 3000 (at ISU DNA facility) and Novoseq 6000 platforms (at Novogene Inc.).

The RNA-Seq data processing was performed on Ubuntu system. FastQC was first performed to check the sequencing read quality and Fastx is used to filter the bad quality read from fastq. Then the raw reads were mapped to the *D. melanogaster* genome (*Drosophila\_melanogaster.BDGP6.22.98.chr.gtf*) using

Star (<https://github.com/alexdobin/STAR.git>). Htseq-count was used to count the number of mapped reads on each gene and DE-seq2 (R package) was used to generate normalized data. After normalization, differentially expressed protein-coding transcripts were obtained using the following cut-off values: false discovery rate (FDR)  $\leq 0.05$  and fold change  $\geq 1.5$  or 2. RNA-Seq read files have been deposited to NCBI 's Gene Expression Omnibus (GEO) (Accession # GSE271165 and #GSE271166). To review GEO accession GSE271165: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271165>. Enter token ynsdowwonhsnvcn into the box. To review GEO accession GSE271166: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271166>. Enter token crqrggyjrkjan into the box.

To identify stage- and genotype-specific differentially expressed genes from the developmental RNA-Seq, the count matrix was prefiltered to remove low-expressing genes in which the maximum expression level of a sample across all time points was less than 3 FPKM. Prefiltering also removes rows that have a total count that is less than 6. The filtered count matrix was then smoothed and normalized by the default method of DESeq2 (vs1.42). Differential expression analyses for stage-specific genes were performed using DESeq2 (one-tailed Wald test) between any one stage over the other seven stages for each genotype respectively. Differentially expressed genes (DEGs) were selected per timepoint as the genes having absolute log2 fold change (log2FC) larger than 1 and adjusted P value less than 0.05. To evaluate the difference between *Ptth* mutants and wild-type in each stage, we performed differential expression analysis (DESeq2, two-tailed Wald test) using filtered and smoothed counts matrices. In addition, multiWGCNA analysis was conducted to identify differentially expressed gene modules using a minimum module size of 50, maximum module size of 1000 and a soft threshold power of 12. All modules were tested for stage specificity (PERMANOVA  $p < 10^{-4}$ ) given the genotype. Module genes are selected by choosing overlapping genes between corresponding wild-type and mutant modules along with visual inspection on heatmap.

## Statistical analysis

GraphPad Prism 7 (GraphPad Software, La Jolla, CA) was used for statistical analysis. To compare the mean value of treatment groups versus that of control, unpaired t-test or one-way ANOVA (followed by Tukey's multiple comparison) was performed. The effects of genotype on various traits were analyzed by two-way ANOVA followed by Bonferroni's multiple comparison test. Data are represented as mean  $\pm$  standard error in each figure.

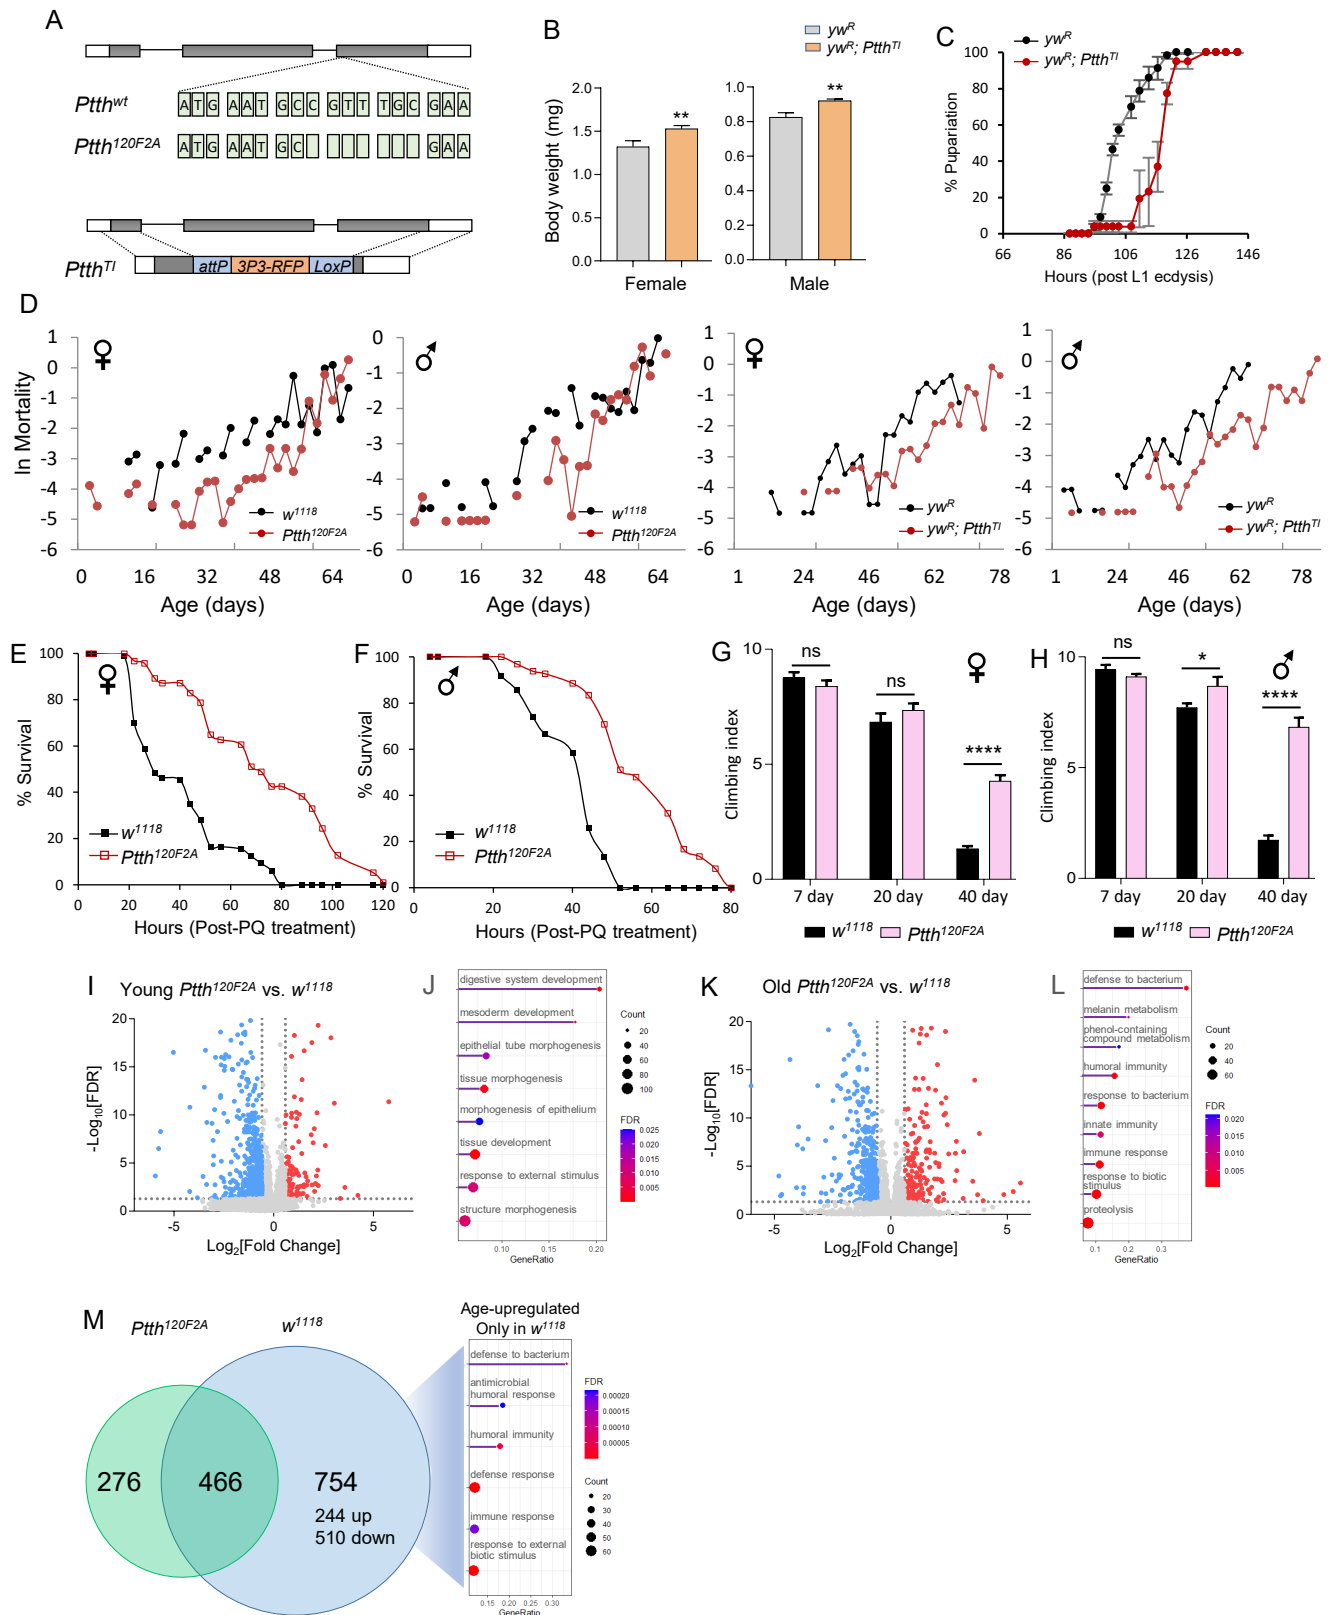

**Fig S1.** (A) Schematic diagram of two loss-of-function alleles of *Ptth*. (B) Body weight of 1-week-old adult wild-type (*yw<sup>R</sup>*) and *Ptth* mutants (*Ptth<sup>T1</sup>*). Unpaired t-test, \*\*  $p < 0.01$ .  $n = 4$  (20 adults per replicate). (C) Developmental timing of wild-type (*yw<sup>R</sup>*) and *Ptth* mutants (*Ptth<sup>T1</sup>*). Three replicates were performed for each genotype (about 30~40 larvae each replicate). (D) Mortality rate plots of wild-type and *Ptth* mutants. Mortality rate,  $\ln(\mu_x)$ , is calculated as  $\ln(-\ln(1 - q_x))$ , where  $q_x$  is age-specific mortality. (E and F) Survival analysis of *Ptth* mutants under 20 mM paraquat (PQ) treatment in both males and females. (log-rank test (vs. *w<sup>1118</sup>*),  $p < 0.001$ ,  $n = 100$ ). (G and H) Climbing activity of female and male *Ptth* mutants during aging. Two-way ANOVA followed by Bonferroni's multiple comparison test. ns, not significant; \*  $p < 0.05$ ; \*\*\*\*  $p < 0.0001$ .  $n = 30$ . (I and K) Volcano plot showing genes significantly upregulated and downregulated by *Ptth* mutants at young (5-day-old) and old age (38-day-old). Fold change  $> 1.5$ , FDR  $< 0.05$ . (J and L) Dot plot analysis showing differentially regulated biological processes between *Ptth* mutants and wild-type (*w<sup>1118</sup>*) at young and old ages. (M) Venn diagram and dot plot showing the number of age-upregulated genes in *Ptth* mutants and wild-type (*w<sup>1118</sup>*), and the upregulated biological processes only found in wild-type (*w<sup>1118</sup>*).

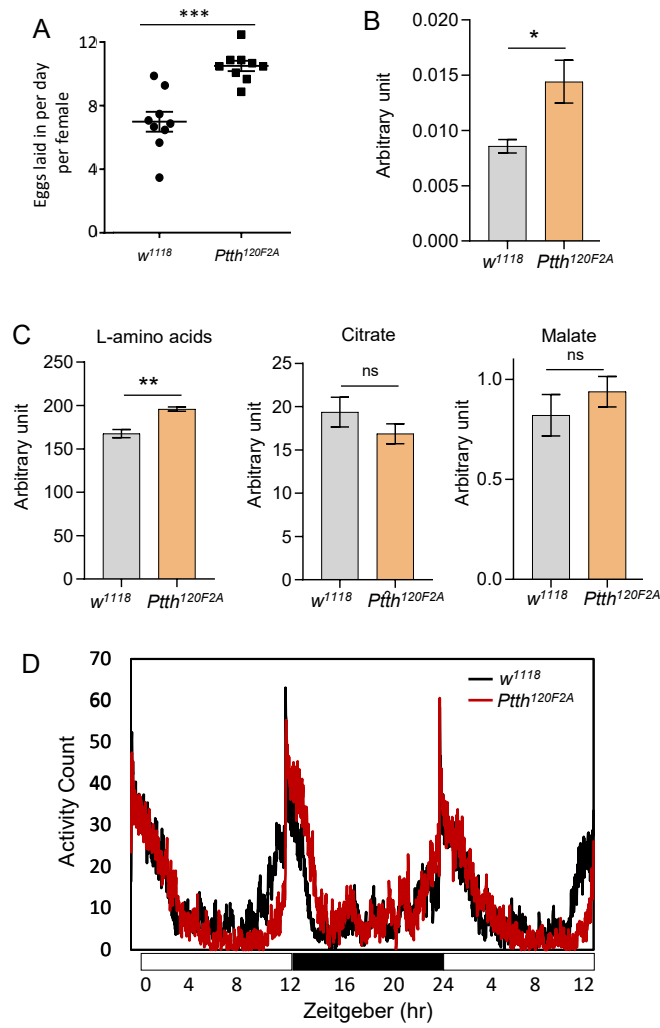

**Fig S2.** (A) Female fecundity analysis of 1-week-old wild-type and *Ptth* mutants. Unpaired t-test, \*\*\*  $p < 0.001$ .  $n = 9$ . (B) Food intake analysis of 1-week-old wild-type and *Ptth* mutants (female). Unpaired t-test, \*  $p < 0.05$ .  $n = 6$ . (C) Quantification of L-amino acids, citrate, and malate in 1-week-old wild-type and *Ptth* mutants (female). Unpaired t-test, \*\*  $p < 0.01$ ; ns, not significant.  $n = 3$ . (D) Actogram showing locomotor activity of 1-week-old wild-type and *Ptth* mutants (male).

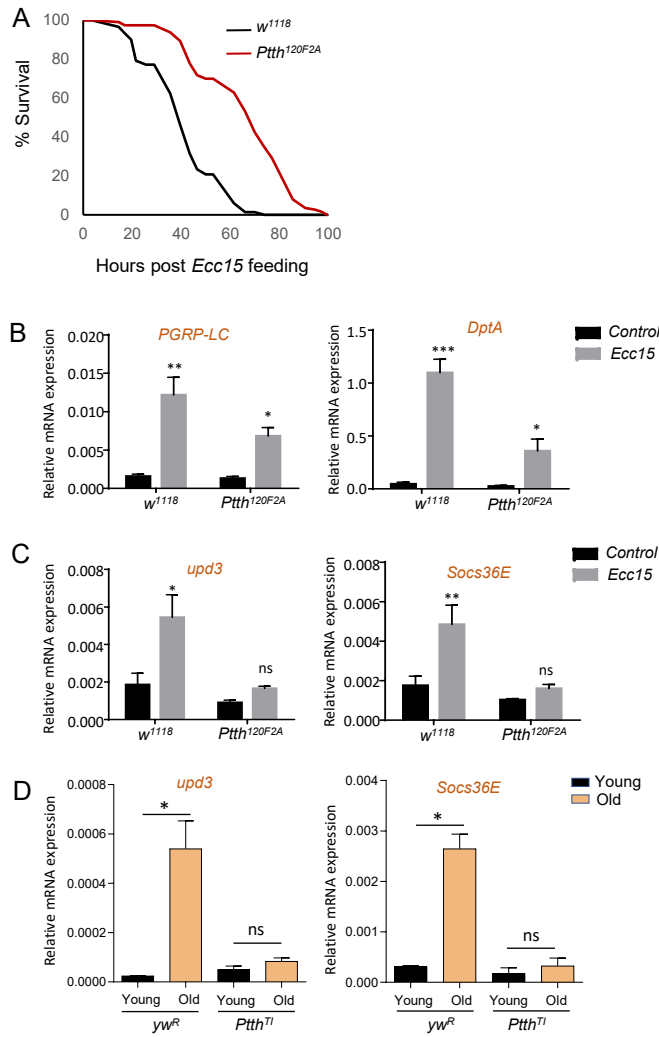

**Fig S3.** (A) Survival analysis of young wild-type and *Ptth* mutants upon *Ecc15* treatment (female). Log-rank test,  $p < 0.001$ ,  $n = 125$ . No mortality found in 5% sucrose control group. (B and C) The expression of *PGRP-LC*, *DptA*, *upd3*, and *Socs36E* of young wild-type and *Ptth* mutants upon 16 hours of *Ecc15* treatment (female). One-way ANOVA followed by Tukey's multiple comparison test. ns, not significant; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .  $n = 3$ . (D) The expression of *upd3*, and *Socs36E* of young and old wild-type and *Ptth* mutants (female). One-way ANOVA followed by Tukey's multiple comparison test. ns, not significant; \*  $p < 0.05$ .  $n = 3$ .

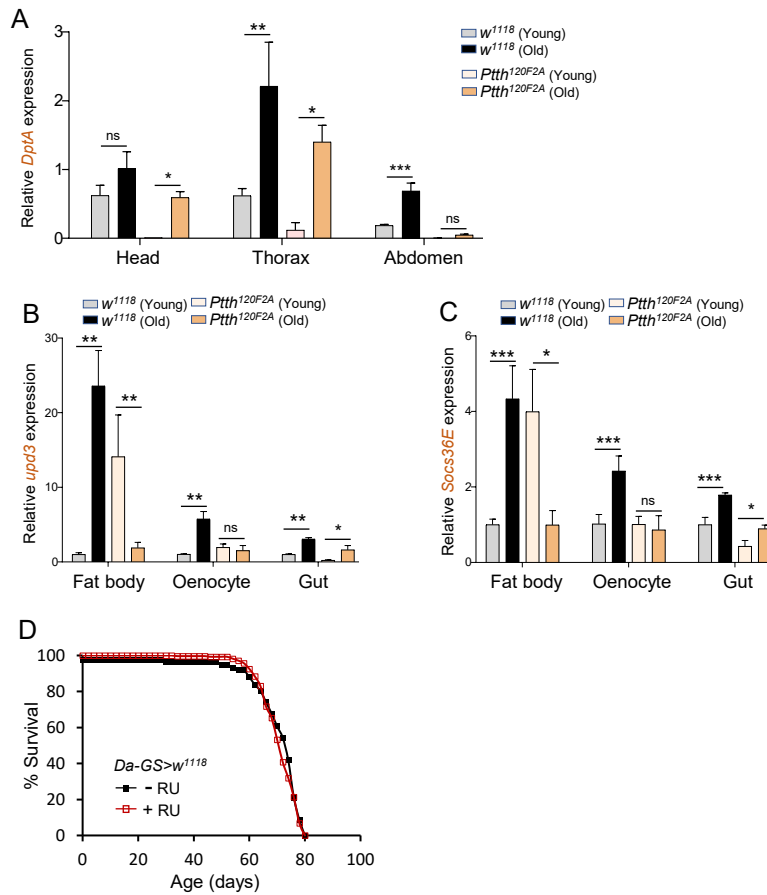

**Fig S4.** (A) qPCR analysis of the expression of *DptA* in three body parts dissected from young and old *Ptth* mutants and wild-type (*w<sup>1118</sup>*). Two-way ANOVA followed by Bonferroni's multiple comparison test. ns, not significant; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .  $n = 4$ . (B and C) qPCR analysis of the expression of *upd3* and *Socs36E* in three different fly tissues dissected from young and old *Ptth* mutants and wild-type (*w<sup>1118</sup>*). Two-way ANOVA followed by Bonferroni's multiple comparison test. ns, not significant; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .  $n = 3\sim6$ . (D) Lifespan analysis to test the effects of RU486 on lifespan. Log-rank test,  $p > 0.05$ ,  $n = 485$ .

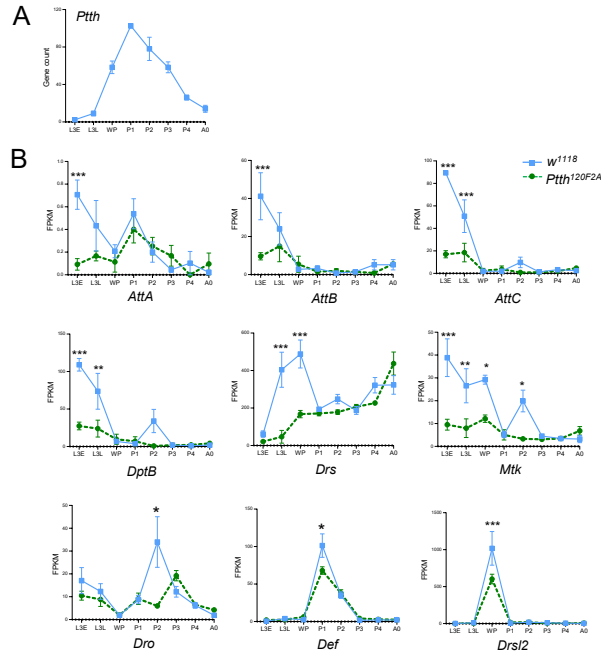

**Fig S5.** (A-B) Expression of *Ptth* and antimicrobial peptide genes and negative regulation of NF- $\kappa$ B in wild-type ( $w^{1118}$ ) and *Ptth* mutants ( $Ptth^{120F2A}$ ) at different developmental stages. FPKM expression values are retrieved from the RNA-seq analysis. Two-way ANOVA followed by Bonferroni's multiple comparison test. \*  $p < 0.05$ ; \*\*  $p < 0.01$ .  $n = 3$ .

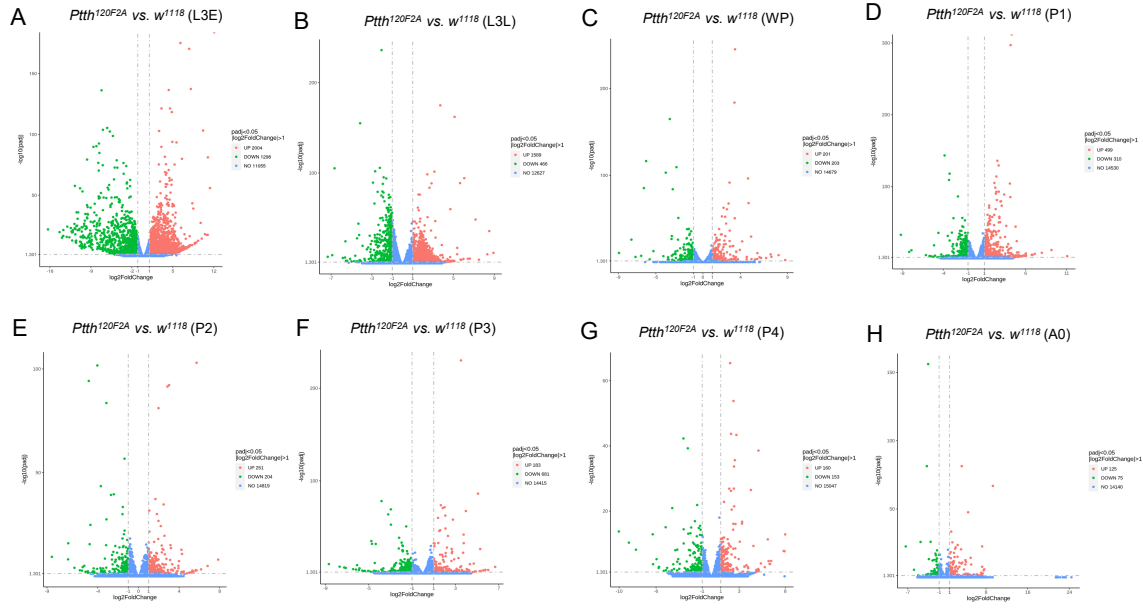

**Fig S6. (A-H)** Volcano plot analysis showing genes significantly upregulated and downregulated by *Ptth* mutants at different developmental stages. Fold change > 1.5, FDR < 0.05.

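The key printed in the volcano plots marks a 2-fold change. With the 1.5-fold threshold of the legend and an adjusted p under 0.05 (limma), genes higher and lower in *Ptth* mutants numbered 2113 and 1524 at L3E, 1649 and 925 at L3L, 174 and 281 in white prepupae, 955 and 377 at P1, 205 and 203 at P2, 197 and 1442 at P3, 118 and 138 at P4 and 46 and 37 at A0.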

| A Stage | DEGs ( <i>w</i> <sup>1118</sup> vs. <i>Ptth</i> <sup>120F2A</sup> ) | up genes | down genes | Criteria       |
|---------|---------------------------------------------------------------------|----------|------------|----------------|
| L3E     | 3049                                                                | 1812     | 1237       | fc>2, FDR<0.05 |
| L3L     | 1896                                                                | 1458     | 438        | fc>2, FDR<0.05 |
| WP      | 369                                                                 | 165      | 204        | fc>2, FDR<0.05 |
| P1      | 633                                                                 | 384      | 249        | fc>2, FDR<0.05 |
| P2      | 356                                                                 | 203      | 153        | fc>2, FDR<0.05 |
| P3      | 580                                                                 | 147      | 433        | fc>2, FDR<0.05 |
| P4      | 262                                                                 | 138      | 124        | fc>2, FDR<0.05 |
| A0      | 197                                                                 | 124      | 73         | fc>2, FDR<0.05 |

Note: Total non-overlapping genes are 4313

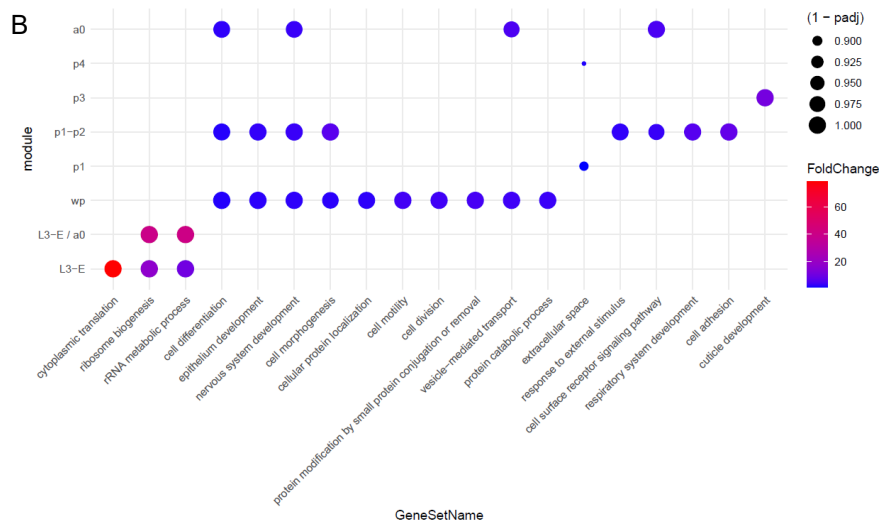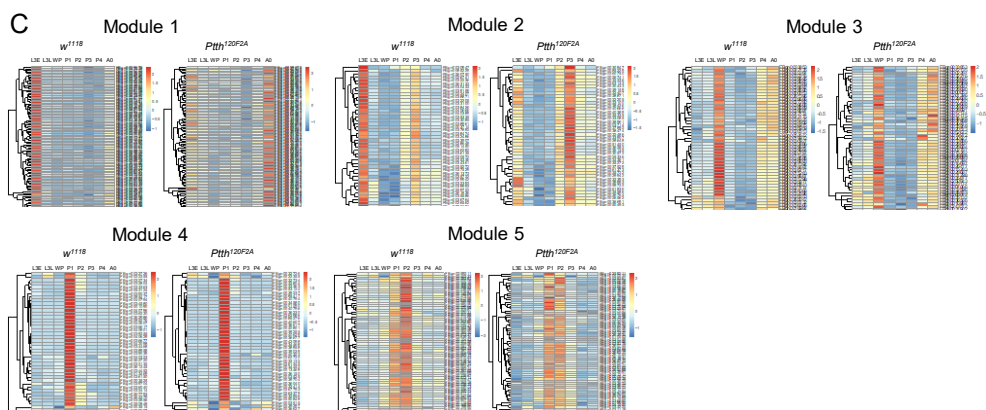

**Fig S7.** (A). The number of differentially expressed genes between wild-type and *Ptth* mutants across eight different developmental stages. (B) GO term analysis for the biological processes enriched in different developmental stages. (C) Five distinct modules identified by WGCNA analysis to show differentially expressed genes in wild-type (*w*<sup>1118</sup>) and *Ptth* mutants at different developmental stages.

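By limma-voom on the recovered reads, with the same filter and thresholds, 3236 genes differed at L3E, 2060 at L3L, 363 in white prepupae, 727 at P1, 305 at P2, 678 at P3, 195 at P4 and 73 at A0. Of the genes called by limma on log2(FPKM + 1), these shared 2101, 1326, 190, 290, 144, 381, 125 and 46 in the same order.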

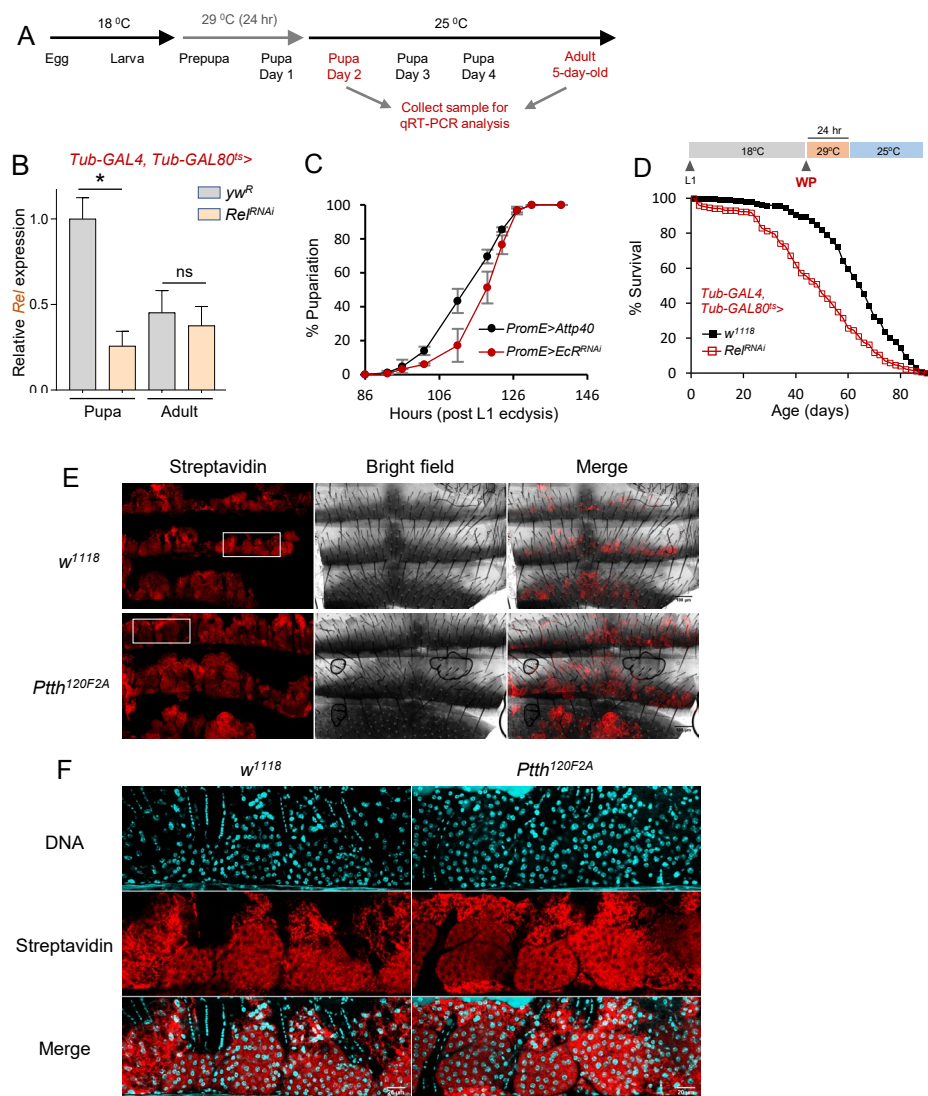

**Fig S8.** (A) Schematic diagram showing the design of sample collection post *Relish* knockdown. *Relish* RNAi was activated at prepupal stage. The samples at two following time-points are collected, one day or eight days after knockdown. (B) qRT-PCR analysis of the expression of *Relish* post knockdown at prepupal stage. One-way ANOVA followed by Tukey's multiple comparison test. ns, not significant; \*  $p < 0.05$ .  $n = 3$ . (C) Developmental timing analysis of oenocyte-specific knockdown of *EcR*. Two replicates were performed for each genotype (about 30~40 larvae each replicate). (D) Lifespan analysis of whole body-knockdown of *Relish* at prepupal stage (WP). Log-rank test,  $p < 0.001$ ,  $n = 569$ . (E) Immunostaining analysis of adult oenocyte morphology in wild-type and *Ptth* mutant flies (1-week-old). Oenocytes were marked by streptavidin counterstaining. Scale bar: 100  $\mu$ m. White box: the area shown in Panel F. (F) Immunostaining analysis of adult oenocyte morphology in wild-type and *Ptth* mutant flies (1-week-old). Zoom-in images from Panel E.

How the deposited data were processed for this re-analysis (not part of the article)

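The developmental RNA-Seq series was analysed from the authors' processed values, 1 table of FPKM for 17558 genes in 48 libraries (8 stages, 2 genotypes, 3 biological replicates each). All 48 libraries were mapped to a genotype and a stage from their labels, and 0 columns were left unmapped. The labels name the lines differently from the figures. The series design calls the genotypes wild type and *Ptth* mutant, and they were taken as the wild type and the *Ptth* mutants of the paper. By the paper's methods, poly(A) RNA was sequenced from pools of 10 to 15 animals, reads were filtered with Fastx, aligned with STAR, counted per gene with htseq-count and normalised with DESeq2. The sequencing reads were not used here, and neither was the RNA-Seq series of adult ages.

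The table was checked before use. Each value times its gene length and 1 size per library gave a whole number of reads in every library (100% within 0.001 read), and the implied library sizes equalled median-of-ratios size factors over all 48 libraries, computed on the 9760 genes with a read in every library. The FPKM values are therefore scaled across libraries for composition, and this step cannot be separated from them. Of the genes, 17252 were found by identifier in the reference annotation and 16959 (98.3%) at the same coordinates, and 13917 were protein coding. The paper's restriction to protein-coding transcripts for its differential expression was not applied.

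Depth was 16712549 to 29784621 reads on genes per library. The 10 largest genes took 8.55% to 18.6% of reads. With 3 libraries per group the spread between replicates added to the sampling noise on average over genes. For how many genes it set the precision was not counted. Between replicates of a group the chi-square per gene was above that of random sampling in every pair.

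Counts recovered from FPKM were used only for limma-voom, for comparing replicates with sampling noise and for thinning libraries to the smallest depth. The main test was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes with trend on log2(FPKM + 1), 1 fit for the 6 libraries of each stage, two-sided, with Benjamini-Hochberg adjustment over the 12282 genes that had a maximum of at least 3 FPKM in the 48 libraries. Genes differed at an adjusted p under 0.05 and a change above 2-fold. The test the paper used was not run. The deposited unit is FPKM, and limma-voom on the recovered reads was the count-based test here. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

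Gene lists were tested with camera from limma at a preset correlation of 0.01 and with fry, with Benjamini-Hochberg adjustment over 20 lists and 8 stages, for lists of at least 3 tested genes. The lists, with the number of genes written, were: plotted antimicrobial peptides (12), other antimicrobial peptides (9), Bomanin and Daisho (12), PGRP-SC (3), other negative regulators of NF-κB signaling (8), Imd pathway core (11), other genes named in the paper (8), ecdysteroid synthesis (8), ribosome biogenesis (41), TCA cycle (16), glycolysis (12), testis (30), male dosage compensation (3), yolk proteins (3), salivary glue (7), larval serum and fat body (6), larval midgut digestion (38), ecdysone response (18), cytosolic ribosomal proteins (94) and cuticle proteins (122). All were found in the table except 1 TCA cycle gene and 1 midgut gene. Gene Ontology terms and coexpression networks were not repeated.

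Stage-specific genes were called in the 24 wild-type libraries, 1 stage against the other 7, one-sided, and a gene called at several stages was given to the stage with the highest mean. Those that also differed between genotypes at any stage stand in for the paper's modules, which were built by another method. Peaks of antimicrobial peptide genes were tested by contrasts of L3E with L3L, and of P1 with P2, against WP, P3, P4 and A0. Principal components were computed on centred, unscaled genes. The two-way model on FPKM follows the legends of Fig. 4D and Fig. S5. Differences of the mutant change between stages were tested by interaction terms in 1 fit over all 48 libraries. Enrichment of lists in gene sets used Fisher's exact test against all tested genes.

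The genes named were every gene of the lists of plotted antimicrobial peptides, PGRP-SC and other genes named in the paper, the 2 genes with the largest rise and the 2 with the largest drop per stage among those past the threshold with a mean of at least 10 FPKM in either genotype and no overlap between the genotypes' libraries, and up to 10 genes differing in the same direction at all 8 stages. The groups of a gene with no real difference fail to overlap in 10% of cases with 3 libraries against 3. The tests, lists, named-gene rule and alternatives were set before the data were examined, apart from the tests named at the head of each closing part. The alternatives were other pseudocounts (0.1 and 0.25), other filters (none, or 3 FPKM in at least 3 of the 6 libraries), median-ratio and quantile scaling, 1 fit over all libraries, the replicate number as a block, a 1.5-fold threshold, limma-voom, no trend, fry, the two-way model, other gene choices and scalings for the principal components, other libraries for choosing stage-specific genes, another baseline for peaks, and leaving out each library or replicate. The median log2 change of all tested genes stayed within 0.1 of 0 under every scaling. The steps were tested on simulated libraries with 200 changed genes per stage. GC content was not tested, since no genome sequence was at hand.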

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

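Of the tests in this part, the stage contrasts (L3L against L3E and P3 against L3E), the correlation with the wild-type change from L3E to L3L, the comparison of antimicrobial peptide genes at 96 h after egg laying, both tests on testis genes in mutant L3E, the test on mutant A0 replicate 3 and both tests on the position of genes differing at 6 or more stages were chosen only after the result was seen.

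The change by *Ptth* mutants was not the same at L3L as at L3E for several named genes, by an interaction term (limma, adjusted over all tested genes). The change at L3L minus that at L3E was, on the log2 scale, -2.38 for *Drs* (adjusted p = 0.0089), -1.4 for *Def* (0.0075), -1.35 for *PGRP-SC2* (0.00053), -2.74 for *PGRP-SC1a* (1.5e-10), -2.5 for *PGRP-SC1b* (4.5e-12), 0.86 for *Rel* (0.00054) and 1.87 for *Socs36E* (3.1e-08). As sets (camera, adjusted over the lists), the difference was 0.98 for cuticle proteins (9.6e-07), 1.03 for ribosome biogenesis (2.5e-19), 0.55 for ecdysone response (0.023), -0.19 for cytosolic ribosomal proteins (0.047), -1.36 for ecdysteroid synthesis (5e-05), -1.59 for glycolysis (1.3e-11), -0.69 for the TCA cycle (4.4e-07), -0.72 for larval midgut digestion (3.3e-05), -7.45 for larval serum and fat body (6.8e-13), -2.71 for salivary glue (0.00034) and -2.5 for PGRP-SC (0.0013).

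At P3 against L3E, the same interaction gave 2.31 for *AttB* (0.023), 2.11 for *AttC* (0.045), -1.79 for *PGRP-SC2* (7.7e-06), -0.78 for *PGRP-SC1a* (0.014), -1.39 for *PGRP-SC1b* (1.1e-06), 0.91 for *Rel* (0.00016) and 2.34 for *Socs36E* (2.1e-10). *PGRP-SC1a* and *PGRP-SC1b* were nearly silent at P3, and *AttB* and *AttC* were at 0.84 and 1.35 FPKM there in the wild type, so the differences of these genes mostly restate the L3E change. So do those of salivary glue and larval midgut digestion, with medians of 0 and 0.01 at P3. For lists it was 1.13 for Bomanin and Daisho (0.029), 2.1 for cuticle proteins (1.1e-15), 0.28 for cytosolic ribosomal proteins (0.00065), 1.15 for ribosome biogenesis (1.7e-18), 0.68 for ecdysone response (0.029), -0.82 for ecdysteroid synthesis (0.022), -0.59 for glycolysis (0.022), 0.34 for the TCA cycle (0.009), -0.77 for larval midgut digestion (0.0021), -8.04 for larval serum and fat body (1.5e-09), -3.43 for salivary glue (2.9e-06) and -2.48 for testis genes (1.9e-07).

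These differences share the large change at L3E, where 2107 genes differed. Library depth was argued against as its cause, since 2117 genes differed after every library was thinned to the smallest total, and gene length as well, since 1996 genes differed after the trend on gene length was removed. Across genes, the mutant change at L3E went with the wild-type change from L3E to L3L at a correlation of 0.83, where 0.5 is what the shared wild-type libraries alone gave in simulated groups. Genes are not independent replicates, and both measures use the wild-type L3E libraries. The mutant L3E animals may therefore be further along than the wild-type L3E animals, which the hours after egg laying in the labels and the times drawn in Fig. 4A also allow. For the plotted antimicrobial peptide genes this reading cannot be told apart from an effect of the mutation. Their median change was -1.24 with 3 genes past the threshold when mutant L3E was compared with wild-type L3L (camera adjusted p = 0.0022, fry adjusted p = 0.052, lower in 10 of 11 genes). All tested genes but *CecC* and *Def* had lower means in mutant L3E than at both wild-type stages, where animals between the 2 stages would be expected between the means if expression changes steadily. What keeps it open is that none passed against both, since the genes past the threshold here (*DptA*, *Drs* and *Drsl2*) were not called at L3E and those called at L3E (*AttB*, *AttC*, *DptB* and *Mtk*) did not pass here, and that as a set neither camera nor fry passed in both comparisons (adjusted p = 0.051 and 0.036 at L3E). An effect of the mutation on larval physiology at the same developmental point stays open too and was not tested by this design. GC content was not tested, and sequencing batches could not be checked. Reads shared between the near-identical PGRP-SC genes were not tested.

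Testis genes, which the paper does not discuss, were higher in mutant L3E, with a median log2 change of 1.64 over 26 genes, 17 past the threshold and 1 of 26 below 0. More males in the mutant pools was argued against, because *roX1* changed by 0.31, where a larger share of males that raised testis genes that much would have raised *roX1* about equally. Against wild-type L3L the testis genes changed by 0.22, so the higher level is consistent with animals further along in development. The size of the testis at a given stage was not measured, and a biological difference in it stays open, untested. At P3 the same list was lower, and fewer males in the mutant P3 pools is taken up among the other observations (94.1% of lower genes rose with *roX1*).

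Replicate 3 of the mutant A0 pools carried 1.55 FPKM of *roX1*, against 0.158 to 0.282 FPKM in the other 5 A0 pools, and testis genes that were nearly absent from those pools. In that pool the testis genes stood at 6.38% of their median level in the mutant P4 pools, and *roX1* at 5.45%. These like shares are consistent with a small share of male tissue, as from a male or part of 1 in a pool otherwise without males. A mislabelled P4 library would have kept *roX1* near the P4 level of 23.8 to 31.8 FPKM and was argued against by these shares. Where the male transcripts entered, in the pool or in the library, stays open, and no biological explanation was tested.

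In the same direction at all 8 stages, 7 genes differed, where 1 of 100 splits drawn within stages gave as many (the real one) and the other splits gave 0. They were *Tep4*, *Klp54D*, *CR44417* and *CG3397* (higher in *Ptth* mutants) and *CG30054*, *Uhg1* and *CG14715* (lower). At 6 or more stages 18 genes did so. Of the 18, 1 lay within 2 Mb of *Ptth*, where 2.25% of tested genes lie (Fisher's exact test, p = 0.34). With so few genes this test cannot exclude sequence linked to the *Ptth* allele. Linked sequence within that window could account for at most 1 of the 18 genes. Whether more of the 18 genes lie in a longer linked stretch was not tested. Their positions did cluster, with 5 genes in the fullest 2 Mb window (chromosome 2R, 17145740 to 19145740) against a median of 2 in 10000 random draws, 38 of which were as full (permutation p = 0.0039). Strain differences elsewhere in the genome may thus account for part of them. When replicate 1, 2 or 3 of every group was left out, no gene differed at all 8 stages (limma), and without the filter 2 did, whereas a pseudocount of 0.1 gave 10 and 1 fit over all 48 libraries 9. A lasting effect of the mutation on some of these genes stays open and was not tested.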

How the results depend on the processing

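The alternatives reported here were all set beforehand, and no tests of this part were chosen only after the result was seen. Where a value below changed, the cause was not tested, unless it is named. Each alternative changed 1 choice and kept the rest.

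Over total, higher and lower counts of differing genes per stage, 169 values stayed within 1.5 times the reported count and 95 moved further. With a pseudocount of 0.1 the total was 298 at WP, 639 at P1, 226 at P2 and 677 at P3, and with 0.25 it was 526 at P1 and 603 at P3. Without a filter it was 64 at P4 and 27 at A0, and with a filter of 3 FPKM in at least 3 of the 6 libraries 1390 at L3E and 86 at A0. Quantile normalization gave 882 at L3L. One fit over all 48 libraries gave 258 at P2, 203 at P4 and 161 at A0. By its construction a lower threshold can only add genes, and 1.5-fold gave 3637 at L3E, 2574 at L3L, 455 at WP, 1332 at P1, 408 at P2, 1639 at P3, 256 at P4 and 83 at A0, with a union of 5680. Limma-voom gave 3236 at L3E, 2060 at L3L, 363 at WP, 727 at P1, 305 at P2, 678 at P3 and 195 at P4. Totals under median-ratio rescaling and without the mean-variance trend stayed within 1.5 times at every stage.

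The replicate numbers were also tried as a block. Correlations of same-numbered libraries across the genotypes ran from -0.43 to 0.47, so the numbers do not pair the libraries, and the block also leaves fewer degrees of freedom. With it the total was 64 at WP, 88 at P2, 32 at P4 and 1 at A0. Among gene lists the camera call was gained for plotted antimicrobial peptides (-1.18) and Bomanin and Daisho (-0.57) at L3E, salivary glue (-0.7) at WP, testis (-0.16) at P4 and yolk protein (0.55) at A0. Of 245 named genes and stages, 22 lost and 1 gained the call.

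Leaving out 1 library moved the totals of 6 stages by more than 1.5 times for at least 1 library. The ranges were 110 (without mutant replicate 1) to 155 (without wild-type replicate 3) at WP, 252 (without wild-type replicate 2) to 449 (without wild-type replicate 3) at P1, 44 (without mutant replicate 1) to 120 (without wild-type replicate 2) at P2, 100 (without wild-type replicate 3) to 994 (without mutant replicate 3) at P3, 54 (without wild-type replicate 1) to 94 (without mutant replicate 1) at P4 and 6 (without wild-type replicate 2) to 44 (without wild-type replicate 1) at A0. Fewer libraries leave fewer degrees of freedom, which lowers counts by construction, but the rises at P1 and P3 are not explained by that.

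The ratio of distances between and within genotypes kept to within the spread between replicates in 64 cases and moved in 16. Over all genes it was 9.07 at L3E, 6.02 at L3L, 3.35 at WP, 4.15 at P1 and 2.52 at P2 with the 500 most variable genes, 2.85 at L3E, 2.81 at L3L and 1.64 at P4 with genes scaled to unit variance, 3.19 at L3L, 2.01 at WP, 2.61 at P1 and 2.26 at P3 with a pseudocount of 0.1 and 3.72 at L3L with quantile normalization. On components 1 and 2 it was 3.37 at WP and 4.1 at P2 with the 500 most variable genes and 2.38 at P4 with unit variance. Without replicate 1, 2 or 3 of every group, it ranged over all genes from 5.23 to 7.17 at L3E, 4.63 to 5.34 at L3L, 2.52 to 3.11 at WP, 3.27 to 4.52 at P1, 2.33 to 2.79 at P2, 3 to 4.61 at P3, 2.09 to 2.53 at P4 and 1.77 to 2.31 at A0, and on components 1 and 2 from 7.32 to 17.66 at L3L, 1.5 to 4.21 at WP, 1.79 to 3.73 at P2, 3.24 to 17.19 at P3, 0.67 to 2.59 at P4 and 0.51 to 2.03 at A0.

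The median change of stage-specific genes depended most on the libraries that chose them, which by construction favours the genotype used. Chosen from the mutant libraries it was 1.01 (L3E), 0.53 (L3L), -0.11 (WP), 0.2 (P1), -0.01 (P2), 0.13 (P3), 0.24 (P4) and 0.29 (A0), with the direction reversed at L3E, L3L, P1 and P3. Chosen from both genotypes it was -1.08 (L3E), 0.03 (L3L), -0.14 (P1) and -0.2 (P2), reversed at L3L. A pseudocount of 0.1 gave -0.37 (P2), 0.08 (P3), -0.06 (P4) and 0.11 (A0), reversed at P3 and, from 0.05, at P4, no filter gave -0.38 (P1) and -0.24 (P2), and quantile normalization gave -1.75 (L3E), -0.06 (L3L), -0.08 (WP), -0.23 (P1) and -0.02 (P3). Over all stage-specific genes, whether or not they differed between the genotypes, it was -0.58 (L3E), -0.27 (L3L), -0.18 (P1), -0.24 (P2) and -0.07 (P4), again with the other sign at P4. Without replicate 1, 2 or 3 of every group it ranged from -1.54 to -1.38 (L3E), -0.28 to -0.16 (L3L), -1.03 to -0.46 (P1), -0.5 to -0.12 (P2), 0.02 to 0.12 (P3), -0.13 to 0.67 (P4) and -0.04 to 0.3 (A0), with the direction reversed at P3 in all 3 settings and at P4 without replicate 2 (-0.05) or 3 (-0.13).

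The number of stage-specific genes was 995 (L3E), 968 (P1), 708 (P3), 438 (P4) and 825 (A0) with quantile normalization, 122 (L3L) and 488 (P3) when chosen from the mutant libraries and 288 (P3) with a pseudocount of 0.1. Without replicate 1, 2 or 3 of every group it ranged from 121 to 168 (L3L), 318 to 385 (WP), 71 to 75 (P1), 199 to 210 (P2), 76 to 89 (P3), 302 to 399 (P4) and 97 to 127 (A0).

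The number of genes differing in the same direction at all 8 stages was 7. It was 18 for at least 6 stages, which holds more by construction, 2 without a filter, and 0 without replicate 1, 2 or 3 of every group. With a pseudocount of 0.1 it was 10 and with 1 fit over all libraries 9. The counts of antimicrobial peptide genes peaking in the wild type, the 3 mutant L3E libraries nearest wild-type L3L and the count at 96 h after egg laying stayed within 1.5 times under every alternative run on them.

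Gene lists were compared by direction and by the camera call. Of 160 lists and stages under 6 alternatives other than leaving out libraries, 883 values kept the call or its absence, 38 gained a call, 38 lost it and 1 called list changed direction. Changes of sign in lists without a call were not counted.

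After quantile normalization the call was gained for plotted antimicrobial peptides (-1.23) and Bomanin and Daisho (-0.75) at L3E, midgut digestion (0.38) at L3L, glycolysis (0.22) at P1, cytosolic ribosomal proteins (-0.06) at P2, serum and fat body (-0.43) at P3 and serum and fat body (-0.38) and testis (-0.13) at P4. It was lost for TCA cycle (-0.17) at L3E, cytosolic ribosomal proteins (-0.06) at L3L, cytosolic ribosomal proteins (-0.03) at WP, serum and fat body (-0.58) at P1, Bomanin and Daisho (0.52), cuticle proteins (0.14), cytosolic ribosomal proteins (0.01) and TCA cycle (0.04) at P3 and cytosolic ribosomal proteins (0.06) at P4. The 93 cytosolic ribosomal proteins at P1 came to a median of 0, counted as reversed.

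With median-ratio rescaling the call was gained for plotted antimicrobial peptides (-1.18) at L3E, glycolysis (0.06) at P3 and testis (-0.14) at P4 and lost for plotted antimicrobial peptides (0.56) at A0. With 1 fit over all 48 libraries it was gained for ecdysteroid synthesis (0.72) and PGRP-SC (1.39) at L3E, plotted antimicrobial peptides (-1.58) at L3L and salivary glue (-0.7) at WP. It was lost for cytosolic ribosomal proteins (-0.12) and TCA cycle (-0.22) at L3E, serum and fat body (-0.34) at P2, Bomanin and Daisho (-0.6) at P4 and plotted antimicrobial peptides (0.54) and glycolysis (-0.12) at A0. With a pseudocount of 0.1 it was lost for TCA cycle (-0.22) at L3E.

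Under fry, which leaves the medians as they are and estimates the correlation between genes, a call was gained for plotted antimicrobial peptides (-1.18), ecdysteroid synthesis (0.72), other negative regulators (-0.3) and PGRP-SC (1.39) at L3E, ecdysone response (0.13), ecdysteroid synthesis (-0.42), Imd core (0), PGRP-SC (-1.12) and yolk protein (-0.24) at L3L, Bomanin and Daisho (0.27), ecdysone response (-0.02), ecdysteroid synthesis (-0.55), glycolysis (0.18) and Imd core (-0.1) at P1, midgut digestion (0) at P2, ecdysone response (0.06) and glycolysis (0.06) at P3 and salivary glue (-0.08) at P4. It was lost for cytosolic ribosomal proteins (-0.12) and TCA cycle (-0.22) at L3E, Bomanin and Daisho (-1.65) at L3L, cytosolic ribosomal proteins (-0.29) and midgut digestion (0.18) at WP, cytosolic ribosomal proteins (-0.2) and testis (0.6) at P1, plotted antimicrobial peptides (-1.36), glycolysis (0.27), serum and fat body (-0.34) and TCA cycle (0.41) at P2, cytosolic ribosomal proteins (0.15), ribosome biogenesis (0.12) and testis (-0.75) at P3, Bomanin and Daisho (-0.6) at P4 and plotted antimicrobial peptides (0.54), Bomanin and Daisho (0.39), cytosolic ribosomal proteins (0.11), serum and fat body (-0.88), ribosome biogenesis (0.15) and testis (0.48) at A0.

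Leaving out 1 library of a stage kept the call of a list, or its absence, in 901 cases, gained the call in 42, lost it in 12, and in 5 a list called with or without the library had the other direction or a median of 0. The lists concerned are given with their lowest and highest median over the 6 libraries, and with each library whose absence changed the call, or the direction of a called list. Changes of sign in lists not called either way are not counted. Among these, the plotted antimicrobial peptides turned at WP without mutant replicate 1 (0.07) or 2 (0.15), at P1 without wild-type replicate 1 (0.1) or mutant replicate 3 (0.13) and at P3 without wild-type replicate 3 (0.11) or mutant replicate 2 (0.24). The testis genes at A0 rested on mutant replicate 3, the pool with male transcripts.

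At L3E, plotted antimicrobial peptides ranged from -1.49 to -0.99 and gained the call without wild-type replicate 1 (-1.28), wild-type replicate 2 (-1.28), mutant replicate 1 (-1.49) and mutant replicate 2 (-1.12). Bomanin and Daisho ranged from -0.83 to -0.42 and gained the call without wild-type replicate 3 (-0.83). Cytosolic ribosomal proteins ranged from -0.25 to 0.01 and changed direction without wild-type replicate 1 (0) and mutant replicate 3 (0.01) and lost the call without mutant replicate 2 (-0.11). Ecdysone response ranged from -0.64 to -0.3 and gained the call without wild-type replicate 3 (-0.64). Ecdysteroid synthesis ranged from 0.61 to 0.86 and gained the call without wild-type replicate 1 (0.86), wild-type replicate 3 (0.61), mutant replicate 1 (0.7) and mutant replicate 2 (0.75). PGRP-SC ranged from 1.26 to 1.63 and gained the call without wild-type replicate 1 (1.63). TCA cycle ranged from -0.25 to -0.18 and lost the call without wild-type replicate 3 (-0.18) and mutant replicate 3 (-0.21). At L3L, plotted antimicrobial peptides ranged from -1.77 to -0.67 and gained the call without wild-type replicate 2 (-1.46) and mutant replicate 2 (-1.64). Serum and fat body ranged from -0.74 to -0.52 and gained the call without mutant replicate 3 (-0.74).

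At WP, plotted antimicrobial peptides ranged from -0.91 to 0.15 and gained the call without mutant replicate 3 (-0.91). Imd core ranged from -0.2 to -0.11 and gained the call without wild-type replicate 1 (-0.16), wild-type replicate 3 (-0.2) and mutant replicate 3 (-0.18). Serum and fat body ranged from -0.67 to -0.42 and gained the call without wild-type replicate 3 (-0.67). Salivary glue ranged from -0.95 to -0.57 and gained the call without wild-type replicate 1 (-0.82) and mutant replicate 2 (-0.95). Testis ranged from 0 to 0.32 and gained the call without wild-type replicate 1 (0.25), wild-type replicate 3 (0.31) and mutant replicate 3 (0.32). At P1, glycolysis ranged from 0.16 to 0.19 and gained the call without wild-type replicate 2 (0.19) and mutant replicate 3 (0.19). At P2, Bomanin and Daisho ranged from 0.12 to 0.39 and gained the call without wild-type replicate 2 (0.39). Cytosolic ribosomal proteins ranged from -0.09 to 0.02 and gained the call without wild-type replicate 2 (-0.09) and mutant replicate 1 (-0.05).

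At P3, ecdysone response ranged from 0.05 to 0.09 and gained the call without wild-type replicate 3 (0.09) and mutant replicate 1 (0.05). Glycolysis ranged from 0.05 to 0.08 and gained the call without mutant replicate 2 (0.05). Serum and fat body ranged from -0.44 to -0.3 and gained the call without wild-type replicate 1 (-0.42) and mutant replicate 2 (-0.44). Male dosage compensation ranged from -1 to -0.67 and gained the call without mutant replicate 3 (-1). At P4, Bomanin and Daisho ranged from -0.75 to -0.41 and lost the call without wild-type replicate 1 (-0.6), wild-type replicate 2 (-0.52) and mutant replicate 2 (-0.41). Cuticle proteins ranged from 0 to 0.04 and changed direction without wild-type replicate 2 (0.04). Serum and fat body ranged from -0.51 to -0.21 and gained the call without wild-type replicate 3 (-0.51) and mutant replicate 3 (-0.44). Testis ranged from -0.23 to -0.04 and gained the call without wild-type replicate 1 (-0.23), wild-type replicate 2 (-0.23), mutant replicate 2 (-0.23) and mutant replicate 3 (-0.2). Yolk protein ranged from -0.84 to 0.52 and changed direction without mutant replicate 2 (0.52). At A0, plotted antimicrobial peptides ranged from 0.34 to 0.91 and lost the call without wild-type replicate 1 (0.34), wild-type replicate 2 (0.45), mutant replicate 2 (0.42) and mutant replicate 3 (0.52). Ribosome biogenesis ranged from 0.07 to 0.32 and lost the call without wild-type replicate 2 (0.07) and mutant replicate 1 (0.12). Testis ranged from 0 to 0.75 and changed direction without mutant replicate 3 (0). Yolk protein ranged from 0.43 to 0.75 and gained the call without wild-type replicate 1 (0.75).

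Of 245 named genes and stages, 103 were past the threshold. No direction of a called gene reversed under the alternatives run on them. Calls lost and gained were 16 and 0 without a filter, 7 and 19 under the two-way model, 5 and 3 with quantile normalization, 4 and 6 with limma-voom, 2 and 9 with 1 fit over all 48 libraries, 2 and 0 with median-ratio rescaling, 0 and 2 with a pseudocount of 0.1 and 0 and 3 with 0.25. Leaving out 1 library lost between 17 and 20 calls and gained between 0 and 7. Depth limits little here, since thinning to the smallest library changed the L3E count from 2107 to 2117 and the lower genes at P3 from 303 to 292.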

Differences from the paper's values

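Of the tests in this part, the set test at 96 h after egg laying was chosen only after the result was seen. For counts, a difference is a paper's value and a value here that lie more than 1.5 times apart. The alternatives set before the data were examined were, for counts per stage, pseudocounts of 0.1 and 0.25, no filter, a filter of 3 FPKM in at least 3 of the 6 libraries, median-ratio rescaling, quantile normalization, 1 fit over all 48 libraries, the replicate number as a block, a 1.5-fold threshold, limma-voom, no trend, and leaving out each library of the stage. Where some are named as coming within 1.5 times of the paper's value, the others did not.

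In white prepupae the paper's count of differing genes (Fig. S7A) is 369 (165 higher, 204 lower in *Ptth* mutants), and 192 (82 higher, 110 lower) differed here. Pseudocounts of 0.1 and 0.25, the 1.5-fold threshold and limma-voom came within 1.5 times for all 3 values. At P1 the paper's values are 633 (384 higher, 249 lower), against 292 (185 higher, 107 lower) here. Both pseudocounts and limma-voom came within 1.5 times for all 3, and leaving out wild-type replicate 3 did for the total and the higher genes. For P2 the paper gives 356 (203 higher, 153 lower), against 144 (71 higher, 73 lower). The fit over all 48 libraries, the 1.5-fold threshold and limma-voom came within 1.5 times for all 3, and a pseudocount of 0.1 for the lower genes. At P3 the paper's total is 580 with 147 higher, against 383 and 80. For the total, both pseudocounts, the fit over all 48 libraries and limma-voom came within 1.5 times. For the higher genes, both pseudocounts, the 1.5-fold threshold, limma-voom and leaving out mutant replicate 3 did. At P4 the paper's values are 262 (138 higher, 124 lower), against 127 (65 higher, 62 lower), and the fit over all 48 libraries, the 1.5-fold threshold and limma-voom came within 1.5 times for all 3. At A0 the paper's values are 197 (124 higher, 73 lower), against 55 (32 higher, 23 lower), and the fit over all 48 libraries came within 1.5 times for all 3.

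The volcano plots give other counts. Their key marks a 2-fold change and their legend states 1.5-fold, and they are compared here with the counts at 2-fold. At 1.5-fold the counts here differ from the paper's by more than 1.5 times for lower genes at L3L (925 against about 470), higher genes at P1 (955), lower genes at P3 (1442) and both at A0 (46 and 37), and not elsewhere. For genes higher in *Ptth* mutants at L3E, the paper's value is about 2000 in Fig. S6 (read by eye, as are all values of this paragraph), against 1274, and for lower genes about 1300 against 833. For both, the 2 pseudocounts, the 1.5-fold threshold and limma-voom came within 1.5 times, and for the lower genes also the fit over all 48 libraries and leaving out wild-type replicate 3. At L3L the paper's value for higher genes in Fig. S6 is about 1600, against 1004, with the same 4 alternatives and leaving out mutant replicate 3 within 1.5 times. In white prepupae the paper's values in Fig. S6 are about 200 higher and about 200 lower, against 82 and 110. The 1.5-fold threshold and limma-voom came within 1.5 times for both, and the 2 pseudocounts for the lower genes. At P1 the paper's values in Fig. S6 are about 500 higher and about 310 lower, against 185 and 107. A pseudocount of 0.1 and limma-voom came within 1.5 times for both, a pseudocount of 0.25 for the higher and the 1.5-fold threshold for the lower genes. At P2 the paper's values in Fig. S6 are about 250 higher and about 200 lower, against 71 and 73, with the 1.5-fold threshold within 1.5 times for both and limma-voom for the higher genes. At P3 the paper's values in Fig. S6 are about 180 higher and about 680 lower, against 80 and 303. Both pseudocounts and limma-voom came within 1.5 times for both, the 1.5-fold threshold for the higher genes and leaving out mutant replicate 3 for the lower genes. At P4 the paper's values in Fig. S6 are about 160 higher and about 150 lower, against 65 and 62, with the 1.5-fold threshold within 1.5 times for both and the fit over all 48 libraries for the lower genes. At A0 the paper's values in Fig. S6 are about 130 higher and about 75 lower, against 32 and 23, with the fit over all 48 libraries within 1.5 times for both.

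The paper states that almost all antimicrobial peptide genes are downregulated in *Ptth* mutants at both third-instar and early pupal stages. Of the 11 tested genes, limma called 6 lower at L3E or L3L and 2 at P1 or P2, and limma-voom 6 and 2. Adjusted over the list alone, limma called 4 at L3E, 1 at L3L, 0 at P1 and 7 at P2. The two-way model on FPKM, over 12 genes, called 6 and 6. It called *AttA* at L3E, *AttC*, *DptB* and *Mtk* at L3L, *CecB*, *CecC* and *Def* at P1 and *DptA*, *CecC* and *Dro* at P2, which limma did not. The fit over all 48 libraries added *Drs* at L3E, *AttC* and *Mtk* at L3L and *DptA*, *AttC*, *DptB* and *Dro* at P2, and the replicate block added *Drs* at L3E. In the direction of change alone, 10 of 11 genes were below 0 at L3E, 11 of 11 at L3L, 7 of 11 at P1 and 10 of 11 at P2.

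The paper states that loss of *Ptth* increases *PGRP-SC1a* and *PGRP-SC1b* in the third instar. At L3L both were lower here, by -1.91 (limma adjusted p = 0.0028) and -1.12 (limma adjusted p = 0.018), and kept that direction under every alternative run. By the labels the L3L comparison sets mutants at 120 h against wild type at 96 h after egg laying. Mutant L3L animals further along in development stay open as a reason, untested. At L3E *PGRP-SC1b* was higher (1.39) and *PGRP-SC1a* did not pass (0.83), but passed in the two-way model.

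For the wild type, the paper places the peak of *Drs* in the third instar and that of *Drsl2* at early pupal stages. Both had their highest means in white prepupae here (488 and 1020 FPKM). The paper names *CecB* among genes that peak in the third instar and *Mtk* among those that peak at early pupal stages. *CecB* did not pass in the third instar (log2 0.49, limma adjusted p = 0.081). *Mtk* did not pass at P1 and P2 (0.58), but did with P3, P4 and A0 as the baseline and without replicate 3 of every group. *AttA* was under 3 FPKM in every library.

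The paper describes a clear separation of the genotypes at P1 and P2 on the first components. At P2 the ratio here was 1.88 (exact permutation p = 0.2), below the ratio of 4.42 at P3, a stage the paper does not name. On PC2 alone the genotypes did not overlap at P2, with wild type at 20.76 to 31.39 and mutants at 11.07 to 17.43. The ratio also counts the spread of replicates along PC1. With the 500 most variable genes the order was the other way, with 4.1 at P2 and 2.6 at P3.

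The paper places TCA cycle, pyruvate metabolism and glycolysis in its P3 module of reduced genes, and steroid biosynthesis in its L3E module. Among the P3-specific genes differing here there were 0 of 14 TCA cycle and 0 of 12 glycolysis genes, with list medians of 0.14 and 0.06 at P3, and among the L3E-specific ones 0 of 5 ecdysteroid synthesis genes, with a list median of 0.72 at L3E. At 96 h after egg laying in both genotypes that list was lower in *Ptth* mutants (-0.71). The paper exempts its L3L module from reduced expression. The corresponding genes here had a median of -0.18, and of 0.03 when chosen from both genotypes and 0.53 when chosen from the mutant libraries. For innate immunity the paper names modules of L3L, WP, P1, P2 and A0. Fisher's exact test on the immune lists here passed at L3E, L3L and A0. For those lists its adjusted p was 0.41 or more at WP and P1, and none of their genes were in the P2 set. The A0 result rests on Bomanin and Daisho genes, of which 0 passed the threshold between the genotypes at A0 itself.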

Other observations

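Of the tests in this part, the set tests at 96 h after egg laying were chosen only after the result was seen. The other splits of the libraries and the tests on P3 were chosen before.

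When the 6 libraries of a stage were split into 3 and 3 in every other way, 1 of the 10 splits, the real one, gave as many differing genes as observed at L3E, L3L, WP, P1, P2, P3, P4 and A0 and at 96 h after egg laying (mutant L3E against wild-type L3L). The next largest count was 1 at P3 and 0 elsewhere. With 10 splits the share is never under 0.1, so the splits of a single stage do not decide on their own. Over all stages, 1 of 100 splits drawn within stages gave a union as large as 3048, and the largest other was 2631. For stage-specific genes of the wild type before assignment to 1 stage, drawn choices of 3 of the 24 libraries gave as many genes in 1 of 100 draws, the real one, at L3E (1810 genes), L3L (690), WP (573), P3 (2037), P4 (829) and A0 (445), in 3 of 100 at P1 (427) and in 4 of 100 at P2 (423). The contrasts behind the peaks of antimicrobial peptide genes called 4672 genes for the third instar and 2622 for P1 and P2. No draws were compared with these counts. A simpler fit of 6 against 12 wild-type libraries was drawn instead and compared with its own real count. In it 1 of 100 draws, the real one, gave as many genes for each contrast. The largest other draws gave 1529 genes for the third instar and 1 for P1 and P2.

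At P3, 303 genes were lower in *Ptth* mutants. Depth was argued against, since 292 were lower after thinning to the smallest library, and so was gene length, with 219 after its trend was removed. In the 36 libraries of the other stages up to P4, 94.1% of these genes rose with *roX1* within groups, against 42% of other tested genes (permutation p = 0.001, the smallest that 1000 permutations can give), with median slopes of 0.65 and -0.03. In the P3 pools *roX1* changed by -0.86, and the lower genes had a median change of -1.15. This is consistent with fewer males in the mutant P3 pools as a candidate explanation for a part of the lower genes. A delay or advance of testis development in *Ptth* mutants would also lower them and stays open, untested. Male dosage compensation genes as a list of 3 had a median of -0.8 at P3 (camera adjusted p = 0.11, fry adjusted p = 0.083).

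The A0 pools held almost no male transcripts, with 0.158 to 0.282 FPKM of *roX1* in 5 of the 6 libraries, against 23.8 to 67.9 FPKM in every library of the earlier stages. They also carried the yolk protein transcripts *Yp1*, *Yp2* and *Yp3*, with 346 to 665 FPKM of *Yp2*. The sex of the pools is not stated in the paper's text.

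Further lists were as follows, as median log2 change in *Ptth* mutants. Larval serum and fat body genes were higher at L3E (7.71, camera adjusted p = 0.00026, fry adjusted p = 0.0014, 6 of 6 genes) and lower at A0 (-0.88, camera adjusted p = 0.00032, fry adjusted p = 0.066). Salivary glue genes were higher at L3E (3.59, camera adjusted p = 0.00057, fry adjusted p = 0.002) and L3L (0.86, camera adjusted p = 0.0014, fry adjusted p = 0.0073). Larval midgut digestion genes were higher at L3E (0.74, camera adjusted p = 0.00032, fry adjusted p = 0.03), and ecdysone response genes changed there by -0.41 (camera adjusted p = 0.12, fry adjusted p = 0.92). Yolk protein genes changed at L3L by -0.24 (camera adjusted p = 0.14, fry adjusted p = 0.0033). Antimicrobial peptides outside the plotted ones changed by -0.29 at L3L (camera adjusted p = 0.33, fry adjusted p = 0.066), and the other genes named in the paper by -0.16 at L3E (camera adjusted p = 0.46, fry adjusted p = 0.077). At L3L the TCA cycle (-0.79, camera adjusted p = 1.8e-08, fry adjusted p = 0.0034) and glycolysis (-0.84, camera adjusted p = 3.4e-07, fry adjusted p = 0.0046) were lower, and glycolysis was higher at L3E (0.63, camera adjusted p = 0.0059, fry adjusted p = 0.013). Ribosome biogenesis was higher at P4 (0.21, camera adjusted p = 1.8e-07, fry adjusted p = 0.043). Testis genes were higher at L3E (1.64, camera adjusted p = 2.1e-06, fry adjusted p = 0.0086), L3L (1.42, camera adjusted p = 1.2e-07, fry adjusted p = 0.013) and P1 (0.6, camera adjusted p = 0.0022, fry adjusted p = 0.16), and at A0 (0.48, camera adjusted p = 0.0081, fry adjusted p = 0.49) on account of mutant replicate 3, without which the median was 0. At L3L *roX1* was also higher, at 51.1 to 67.9 FPKM in mutants against 27.3 to 43.4 FPKM in wild type. Male dosage compensation genes had a median of 0.28 there (camera adjusted p = 0.44, fry adjusted p = 0.14). A larger share of males in the mutant L3L pools therefore stays open, untested, as does a later developmental stage of these animals. Cuticle proteins were lower at L3L (-0.1, camera adjusted p = 0.00066, fry adjusted p = 0.002). The TCA cycle was lower at L3E (-0.22, camera adjusted p = 0.04, fry adjusted p = 0.083) and A0 (-0.12, camera adjusted p = 1.3e-05, fry adjusted p = 0.049), as was glycolysis at A0 (-0.12, camera adjusted p = 0.00044, fry adjusted p = 0.048), the latter not with 1 fit over all 48 libraries. Larval midgut digestion was higher in white prepupae (0.18, camera adjusted p = 0.0042, fry adjusted p = 0.084) and larval serum and fat body lower at P2 (-0.34, camera adjusted p = 0.0067, fry adjusted p = 0.059). Ribosome biogenesis was higher at P3 (0.12, camera adjusted p = 0.013, fry adjusted p = 0.083) and A0 (0.15, camera adjusted p = 0.0024, fry adjusted p = 0.47), and cytosolic ribosomal proteins at A0 (0.11, camera adjusted p = 4.3e-07, fry adjusted p = 0.29).

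Median, mean and test of a list did not share a sign everywhere. For the plotted antimicrobial peptides at P3 the median was -0.13 and the mean -0.03 with camera pointing up, for ecdysone response at P1 the median was -0.02 and the mean 0.35, for the other negative regulators the median was 0.14 at L3L and 0.06 at P2 with means of -0.27 and -0.23, and for yolk proteins at P4 the median was -0.34 and the mean 0.01. None of these passed under camera.

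At 96 h after egg laying (mutant L3E against wild-type L3L), with adjustment over the 20 lists, Bomanin and Daisho genes were lower (median -1.7, camera adjusted p = 8.9e-05, fry adjusted p = 0.039, 6 of 12 past the threshold), as were salivary glue (-6.01, camera adjusted p = 2.2e-10, fry adjusted p = 1e-04), ecdysone response (-0.4, camera adjusted p = 3.5e-05, fry adjusted p = 0.00027) and ecdysteroid synthesis genes (-0.71, camera adjusted p = 0.00041, fry adjusted p = 0.001, 2 of 5 past the threshold) and the other genes named in the paper (-0.43, camera adjusted p = 0.0059, fry adjusted p = 0.0093). TCA cycle (0.6, camera adjusted p = 1.2e-07, fry adjusted p = 0.00032), glycolysis (0.4, camera adjusted p = 9.5e-05, fry adjusted p = 0.0016) and PGRP-SC genes (0.85, camera adjusted p = 0.022, fry adjusted p = 0.0078) were higher, as were cuticle proteins (0.2, camera adjusted p = 0.0031, fry adjusted p = 0.0093), larval midgut digestion (0.31, camera adjusted p = 0.0013, fry adjusted p = 0.018), ribosome biogenesis (0.17, camera adjusted p = 0.0067, fry adjusted p = 0.003) and cytosolic ribosomal proteins (0.37, camera adjusted p = 1.1e-07, fry adjusted p = 0.1).

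Among the stage-specific genes that differed between the genotypes, the L3L set also held 13 of 37 larval midgut digestion genes (Fisher's exact test, adjusted p = 5.5e-11), 6 of 7 salivary glue genes (adjusted p = 3.9e-08) and 14 cuticle protein genes (adjusted p = 1.4e-05). The largest changes at L3E, L3L and A0 besides those named at the claims were *Fbp2* (11.17) and *CR30029* (9.49) at L3E, *CR30029* (5.73) and *CG10073* (-5.48) at L3L, and *CG4377* (6.63) and *CG30054* (-3.57) at A0.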
